# TALE factors use two distinct functional modes to control an essential zebrafish gene expression program

**DOI:** 10.7554/eLife.36144

**Published:** 2018-06-18

**Authors:** Franck Ladam, William Stanney, Ian J Donaldson, Ozge Yildiz, Nicoletta Bobola, Charles G Sagerström

**Keywords:** maternal regulation, Prep, Pbx, chromatin, pioneer factor, gene network, Zebrafish

## Abstract

TALE factors are broadly expressed embryonically and known to function in complexes with transcription factors (TFs) like Hox proteins at gastrula/segmentation stages, but it is unclear if such generally expressed factors act by the same mechanism throughout embryogenesis. We identify a TALE-dependent gene regulatory network (GRN) required for anterior development and detect TALE occupancy associated with this GRN throughout embryogenesis. At blastula stages, we uncover a novel functional mode for TALE factors, where they occupy genomic DECA motifs with nearby NF-Y sites. We demonstrate that TALE and NF-Y form complexes and regulate chromatin state at genes of this GRN. At segmentation stages, GRN-associated TALE occupancy expands to include HEXA motifs near PBX:HOX sites. Hence, TALE factors control a key GRN, but utilize distinct DNA motifs and protein partners at different stages – a strategy that may also explain their oncogenic potential and may be employed by other broadly expressed TFs.

## Introduction

Many transcription factors (TFs) involved in vertebrate embryogenesis are expressed across relatively large time windows that encompass a variety of cellular and morphological changes. While it seems likely that such TFs function by the same mechanism throughout embryogenesis, there is no *a priori* reason that this should be the case. One group of TFs in this category is the TALE (three amino acid loop extension) family of homeodomain proteins. The TALE family includes Pbx, as well as the closely related Prep and Meis proteins (Waskiewicz et al., 2002; Deflorian et al., 2004; Pöpperl et al., 2000). Pbx and Prep/Meis were originally identified as factors that form complexes with Hox TFs to drive cell fate decisions and tissue-specific gene expression starting at gastrula/segmentation stages (reviewed in [Moens and Selleri, 2006; Ladam and Sagerström, 2014; Merabet and Mann, 2016]). Accordingly, several Hox-dependent enhancers contain regulatory elements consisting of immediately adjacent Pbx and Hox half-sites, usually of the form TGATNNAT (Pöpperl et al., 1995; Maconochie et al., 1997; Grieder et al., 1997; Ryoo and Mann, 1999), located a short distance from TGACAG (HEXA) binding sites for Prep/Meis monomers (Amin et al., 2015; Ferretti et al., 2005; Tümpel et al., 2007; Jacobs et al., 1999; Ferretti et al., 2000). TALE factors also act in complexes with other tissue-specific TFs (e.g. Pdx1 (Peers et al., 1995), Rnx (Rhee et al., 2004), MyoD (Knoepfler et al., 1999; Berkes et al., 2004), Eng (Kobayashi et al., 2003), Otx2 (Agoston and Schulte, 2009) and Pax6 [Agoston et al., 2014]) during gastrulation/segmentation stages. Additionally, TALE factors have oncogenic potential and have been implicated in various types of leukemia (Kamps and Baltimore, 1993; Nourse et al., 1990; Moskow et al., 1995). In agreement with an important developmental role, disruption of TALE function leads to severe embryonic phenotypes such that mice homozygous for null mutations in *pbx1*, *prep1* or *meis1* die *in utero,* while *pbx3* mutants die a few days after birth (Rhee et al., 2004; Selleri et al., 2001; Fernandez-Diaz et al., 2010; Hisa et al., 2004). Similarly, disruption of the earliest expressed TALE genes in zebrafish (*prep1.1, pbx2* and *pbx4*) produces severe embryonic defects (Deflorian et al., 2004; Waskiewicz et al., 2002; Pöpperl et al., 2000).

In spite of their function having been defined primarily at gastrula/segmentation stages, TALE factors are actually present throughout embryogenesis. In particular, zebrafish Prep and Pbx mRNA and protein is both maternally deposited and ubiquitously expressed in the later embryo (Fernandez-Diaz et al., 2010; Deflorian et al., 2004; Choe et al., 2002; Pöpperl et al., 2000; Vlachakis et al., 2000). Since all known TFs that bind TALE factors are not expressed until gastrula stages or later, it follows that TALE factors may have distinct roles prior to gastrula stages. Accordingly, Prep and Pbx can be detected at gene regulatory elements prior to the binding of their partner TFs. For instance, Prep and Pbx occupy the *hoxb1a* enhancer prior to Hoxb1b binding and before *hoxb1a* expression (Choe et al., 2014), while Pbx binds the *myogenin* locus before MyoD and prior to onset of *myogenin* expression (Berkes et al., 2004). Here, we explore the possibility that TALE factors may have uncharacterized roles during early embryogenesis. We find that maternally deposited TALE factors primarily occupy a 10 bp DECA motif at blastula stages. This motif was previously identified as a binding site for Prep:Pbx dimers (Chang et al., 1997; Knoepfler and Kamps, 1997; De Kumar et al., 2017; Laurent et al., 2015; Penkov et al., 2013), but was not assigned a biological role. We also find that these DECA sites have adjacent binding sites for the NF-Y pioneer TF and we show that TALE and NF-Y form a complex. Furthermore, TALE and NF-Y are required for the gradual transition to an active chromatin state of a gene network controlling anterior embryonic development. By segmentation stages, the binding repertoire of TALE factors expands to also include HEXA sites and PBX:HOX binding sites associated with the same gene network. Hence, TALE TFs control an anterior gene network throughout zebrafish embryogenesis, but do so by employing distinct DNA motifs and protein partners at different embryonic stages.

## Results

### TALE factors control a gene network regulating formation of anterior embryonic structures in zebrafish

TALE factors play a key role in early vertebrate embryogenesis, as evidenced by the phenotypes observed in TALE loss-of-function animals. In particular, loss of *prep1.1, pbx2* and/or *pbx4* function in zebrafish produces smaller heads and reduced eye size, as well as CNS defects – including disruptions of hindbrain segmentation – and cardiovascular defects that manifest themselves in the form of cardiac edema (Deflorian et al., 2004; Waskiewicz et al., 2002; Pöpperl et al., 2000), but the genetic basis of these defects is not well understood. In order to comprehensively identify TALE-dependent genes involved in embryogenesis, we used RNA-seq to compare gene expression in wildtype versus TALE loss-of-function animals. 

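RNA-seq libraries were made from polyA RNA of pools of whole embryos, from 3 control and 3 TALE KD samples at 6hpf and as many at 12hpf, 12 libraries in all. TALE KD embryos had been injected with morpholino oligos against pbx2, pbx4 and prep1.1 (listed as pknox1.1), at 2.7 ng each. The authors aligned the reads to the DanRer10 zebrafish transcriptome and quantified 14850 genes in each library with RSEM. The deposited values are named TPM, but they sum to a different total in each library and 75.4% to 80.0% of them are whole numbers, so they were read as RSEM's estimated counts per gene. At 6hpf these totals were 13337648, 15031222 and 14157230 in control replicates 1, 2 and 3, and 14588037, 14197528 and 11884808 in the TALE KD replicates. At 12hpf they were 24933118, 24188134 and 21747580 in the control replicates and 19783332, 40844889 and 40924971 in the TALE KD replicates. RSEM divides reads that match several genes between them, so the counts of close paralogs depend in part on that division. For the values given here, the counts were rounded to whole numbers and scaled by edgeR's TMM factors. Each stage was tested by itself with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, over genes with a mean of at least 10 counts in the 6 libraries of that stage. Genes were called at the study's thresholds, an adjusted p of at most 0.01 and a fold-change of at least 1.5. Expression levels are TMM-normalized CPM, counts scaled to a common library size, as the mean ± SD of 3 libraries. The paper excluded 1 outlier replicate at 12hpf that its text does not name, so the values at 12hpf are from all 6 libraries.

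The mean level of each transcript targeted by the morpholinos was no lower in TALE KD than in control libraries at either stage. RNA levels do not measure the proteins, so these values do not show whether the knockdown worked. By ChIP-qPCR the paper reports that Prep occupancy at a hoxb1a enhancer was disrupted in TALE KD embryos. At 12hpf pbx2 was at 90.8, 98.5 and 95.8 CPM in control replicates 1, 2 and 3 and at 279.5, 275 and 254 CPM in the TALE KD replicates, a log2 fold-change of 1.50 (standard error 0.06, adjusted p = 2.06e-05, edgeR). At 6hpf it was at 95.2, 99.7 and 99.2 CPM in control and 167, 154 and 169 CPM in TALE KD libraries, a log2 fold-change of 0.74 (adjusted p = 0.00859, edgeR), which edgeR did not call with any one library left out. For pbx4 the levels were 304, 324 and 329.6 CPM in control and 359, 312 and 321 CPM in TALE KD libraries at 6hpf, and 358, 337 and 307 CPM against 424, 402 and 338 CPM at 12hpf. Its log2 fold-change at 6hpf was 0.052 (adjusted p = 0.998, edgeR), with the sign reversed without TALE KD replicate 1 (-0.0088). At 12hpf it was 0.21 (adjusted p = 0.172, edgeR), which passed the threshold on the adjusted p with the replicate number as a block (adjusted p = 0.00384, edgeR). For pknox1.1 they were 134, 128 and 113 CPM against 146, 144 and 138 CPM at 6hpf, and 50.9, 52.5 and 53.7 CPM against 61.4, 61.4 and 58.6 CPM at 12hpf. Its log2 fold-change was 0.19 at 6hpf (adjusted p = 0.872, edgeR) and 0.21 at 12hpf (adjusted p = 0.0363, edgeR).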

We focused on the function of *pbx2*, *pbx4* and *prep1.1* since these genes are ubiquitously expressed and represent the predominant TALE factors in the early zebrafish embryo (Deflorian et al., 2004; Waskiewicz et al., 2002; Pöpperl et al., 2000; Choe et al., 2002; Vlachakis et al., 2000). We used gene knock-down (KD; see Figure 1—figure supplement 1A–C for details) to generate embryos lacking Pbx and Prep function (as reported previously [Waskiewicz et al., 2002; Deflorian et al., 2004; Pöpperl et al., 2000]) and we observe the expected phenotype – including a reduced head, smaller eyes, cardiac edema, loss of pectoral fins, loss of hindbrain Mauthner neurons and disrupted cartilage formation in the head region (Figure 1—figure supplement 1A,B). 

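At 6hpf, 4 of the 10202 genes tested were called in TALE KD embryos, and 577 had an unadjusted p under 0.05. The gene riok3 rose from 40.7 ± 2.40 to 92.7 ± 8.14 CPM, a log2 fold-change of 1.19 (standard error 0.09, adjusted p = 0.00457, edgeR), and pbx2 was the other gene called higher. Of those called lower, cpne1 went from 59.6 ± 2.70 to 30.7 ± 1.28 CPM, a log2 fold-change of -0.95 (standard error 0.08, adjusted p = 0.00577, edgeR), and the other has a clone number in place of a name. With the replicate number as a block, edgeR called 23 genes, 17 of them lower, and DESeq2 without a block, the study's test and an alternative chosen after seeing the data, called 27. With edgeR, leaving out any one library left 0 genes called, or 1 without TALE KD replicate 1, with 451 to 639 genes at an unadjusted p under 0.05. With DESeq2 it left from 20 to 32 genes called. At 12hpf edgeR without a block called 181 of 11640 genes. The difference in effect between the stages was tested for 11450 genes in one fit over the 12 libraries, and it passed an adjusted p of 0.01 for 4 genes, or 37 with the replicate block.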

Comparisons of RNA-seq data from control and TALE KD embryos at developmental stages (Figure 1A) when TALE-dependent tissues are being specified (early gastrula; 6hpf) or initiating morphogenesis (segmentation stages; 12hpf) revealed minimal gene expression changes at 6hpf (Figure 1—figure supplement 1D–F), but extensive changes at 12hpf (Figure 1B). Specifically, the expression of 671 genes (526 genes downregulated and 145 upregulated; Figure 1C) is altered in TALE KD embryos compared to control embryos at 12hpf. 

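Of the genes called at 12hpf over all 6 libraries, 147 were lower and 34 higher in TALE KD embryos, and 3158 genes had an unadjusted p under 0.05. With the replicate number as a block, 476 genes were called, 385 lower and 91 higher, and they included all 181. The count depended on which libraries were used. It was 472 without TALE KD replicate 3 and 148 without control replicate 3, but 22 without control replicate 1, 20 without control replicate 2, 47 without TALE KD replicate 1 and 20 without TALE KD replicate 2. Without replicate 3 of both groups, an alternative chosen after seeing the data, it was 729, and with DESeq2, the study's test, over all 6 libraries it was 324. Among genes called lower whose TALE KD libraries all lay below the controls, the largest change was in egr2b, at 56.9, 57.3 and 56.3 CPM in control replicates 1, 2 and 3 and 0.461, 0.917 and 1.47 CPM in the TALE KD replicates. Its log2 fold-change was -5.77 (standard error 0.21, adjusted p = 2.06e-05, edgeR) and stayed between -6.21 and -5.56 with each library left out in turn. It was followed by atoh1b (-4.69), zwi, a gene listed by a clone number and hoxa1a (-4.07), with log2 fold-changes in parentheses. For zwi the TALE KD libraries held 1 to 2 counts each, so it was at least 11.1-fold lower. The fold-change of hoxa1a lay between -6.29 and -3.40 with each library left out, and its TALE KD libraries held at most 9 counts. Among genes called higher, si:ch211-39a7.1 had 0 counts in every control library and a mean of 8.14 CPM in TALE KD libraries, at least 63.8-fold higher. Next came pfkma (4.53), hepacam2 (4.38), slc5a2 (3.66) and ldhbb (3.62), again as log2 fold-changes. Their highest count in a control library was 4, 6, 8 and 5 in this order, so the sizes of these fold-changes rest on few counts. The same holds for atoh1b, whose TALE KD libraries held at most 8 counts.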

GO-term analysis on the genes downregulated in 12hpf TALE KD embryos revealed an enrichment for roles in embryonic development – particularly head formation, neural development (including eye and hindbrain development) and circulatory system formation (Figure 1D), consistent with the TALE KD phenotype. Furthermore, these TALE-regulated genes are enriched for transcriptional regulators and a large number encode known TFs (Figure 1D,E), suggesting that this gene set defines a gene regulatory network (GRN). 

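All 18 genes of Figure 1E had a log2 fold-change below 0 at 12hpf, from -5.77 to -0.51. In each of them the 3 TALE KD libraries lay below the 3 control libraries, which chance gives in one direction or the other for 10% of genes. Of all 11640 genes tested, 2009 had their TALE KD libraries below the controls in this way and 1772 above them. Over all genes tested, 9 had an adjusted p of at most 0.01 and 8 also passed the fold-change threshold (edgeR). Adjusted over the list alone it was 17, which is not independent evidence because the study chose these genes on the same samples. All 18 passed the adjusted p with the replicate number as a block, and 16 were then called. With single libraries left out, 17 genes of the list were called without TALE KD replicate 3, 5 without control replicate 3 and 3 without any one of the others. Without replicate 3 of both groups, all 18 were. The hindbrain regulator mafba went from 60.9 ± 1.49 to 10.9 ± 5.75 CPM, a log2 fold-change of -2.44 (standard error 0.29, adjusted p = 0.00277, edgeR). A smaller difference in cyp26c1, from 68.1 ± 1.11 to 41.5 ± 4.52 CPM, was also called (log2 fold-change -0.71, adjusted p = 0.00239, edgeR). The heart gene nkx2.5 had a log2 fold-change of -2.45 at 1.62 ± 0.308 CPM in controls (adjusted p = 0.00872, edgeR), which did not pass with library totals alone. For tal1 and etv2 the spread between TALE KD libraries was large. In TALE KD replicates 1, 2 and 3 tal1 was at 4.92, 6.47 and 21.0 CPM, against 35.1, 34.4 and 40.1 CPM in the controls, and its log2 fold-change of -1.70 moved to -2.64 without TALE KD replicate 3 (adjusted p = 0.0490 with all libraries, or 3.38e-04 with the block, edgeR). Likewise etv2 was at 13.9, 17.6 and 43.1 CPM in TALE KD and 54.7, 56.1 and 60.8 CPM in control libraries (log2 fold-change -1.17, adjusted p = 0.0752, or 7.83e-04 with the block, edgeR), and its log2 fold-change was -1.84 without TALE KD replicate 3.

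**Figure D1:**
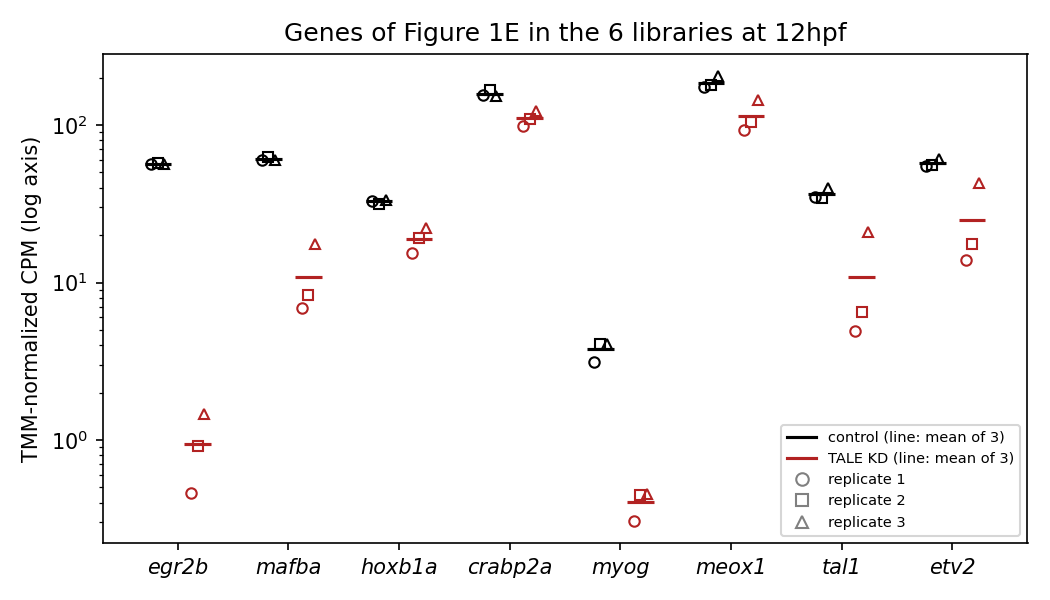
TMM-normalized CPM of 8 genes of Figure 1E (log axis) in the 3 control (black) and 3 TALE KD (red) libraries at 12hpf, with symbols for replicates 1, 2 and 3 and lines for the group means. TALE KD libraries lie below control libraries for each gene, and TALE KD replicate 3 lies closest to the controls for mafba, tal1 and etv2.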

Upon comparison to previously reported TALE loss-of-function phenotypes, we find that of 13 Pbx-dependent genes identified in the zebrafish retina and hindbrain (French et al., 2007), seven (*egr2b, mafba, eng2b, rx2, gdf6a, hmx4, meis3*) are also downregulated in our analysis. Similarly, of six genes downregulated in Prep loss-of-function zebrafish (Deflorian et al., 2004), four (*pax6a, hoxb1a, hoxa2b, hoxb2a*) are downregulated in our experiment. This suggests that our RNA-seq analysis captured a comprehensive set of TALE-dependent genes. 

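In each of these 7 genes the TALE KD libraries at 12hpf lay below the control libraries. Over all genes tested, 2 were called, egr2b and mafba, which were also called without control replicate 3. The number called was 5 without TALE KD replicate 3 and 1 without any one of the others (edgeR). Adjusted over the list alone 5 had an adjusted p of at most 0.01, which is not independent evidence because the study picked them from the same samples. The change in rx2 was from 4.38 ± 1.53 to 1.28 ± 0.684 CPM (log2 fold-change -1.70, adjusted p = 0.0307, edgeR) and that in eng2b from 17.2 ± 4.15 to 7.27 ± 5.31 CPM (log2 fold-change -1.20, adjusted p = 0.118, edgeR). With the replicate number as a block both passed the threshold on the adjusted p, at 2.85e-04 for rx2 and 4.16e-04 for eng2b (edgeR). For gdf6a the log2 fold-change was -0.49 (adjusted p = 0.0320, or 0.00354 with the block, edgeR). It was -0.32 for meis3 (adjusted p = 0.0110, or 5.16e-04 with the block, edgeR), and both changes were smaller than 1.5-fold. The difference in hmx4, from 2.18 ± 0.181 to 1.48 ± 0.488 CPM, did not pass with or without the block (log2 fold-change -0.52, adjusted p = 0.238, edgeR).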

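All 4 genes were lower in every TALE KD library than in any control library at 12hpf, and 3 of them were called. With single libraries left out, 4 were called without TALE KD replicate 3, 2 without control replicate 3 and 0 without any one of the others (edgeR). With all libraries 4 had an unadjusted p under 0.05. The level of hoxa2b went from 9.89 ± 0.52 to 3.00 ± 1.00 CPM (log2 fold-change -1.70, standard error 0.21, adjusted p = 0.00376, edgeR). That of hoxb2a went from 8.92 ± 0.143 to 3.31 ± 0.755 CPM (log2 fold-change -1.42, standard error 0.17, adjusted p = 0.00285, edgeR). The smaller change in hoxb1a, from 32.7 ± 0.896 to 18.9 ± 3.52 CPM, passed with TMM scaling (log2 fold-change -0.78, adjusted p = 0.00843, edgeR) but not with library totals alone. For pax6a the log2 fold-change was -0.67 and the adjusted p was 0.0111, just above the threshold, or 7.46e-05 with the replicate number as a block (edgeR). Adjusted over the list alone, all 4 passed, which is not independent evidence since the study selected them from these samples.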

We conclude that TALE TFs control a gene regulatory network (TALE GRN), which instructs anterior embryonic development and that becomes operative between 6hpf and 12hpf.

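Of the genes of Figure 1E, 6 had enough counts to be tested at 6hpf. Their log2 fold-changes in TALE KD embryos ran from -0.37 to 0.58, with 0 genes at an adjusted p of at most 0.01 and 0 at an unadjusted p under 0.05 (edgeR). These genes had at most 30 counts in any library, and the standard errors ran from 0.31 to 0.49. A change of 1.5-fold at 6hpf could therefore have been missed. The paper reports minimal changes at 6hpf and extensive changes at 12hpf. It proposes a regulatory network because the downregulated genes are enriched, by GO terms, for transcriptional regulators and many encode TFs. From their overlap with published Pbx and Prep loss-of-function genes it proposes that its data cover TALE-dependent genes comprehensively. It then concludes that TALE TFs control a network that becomes active between 6hpf and 12hpf. The GO terms were not analysed here.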

**Figure 1.**
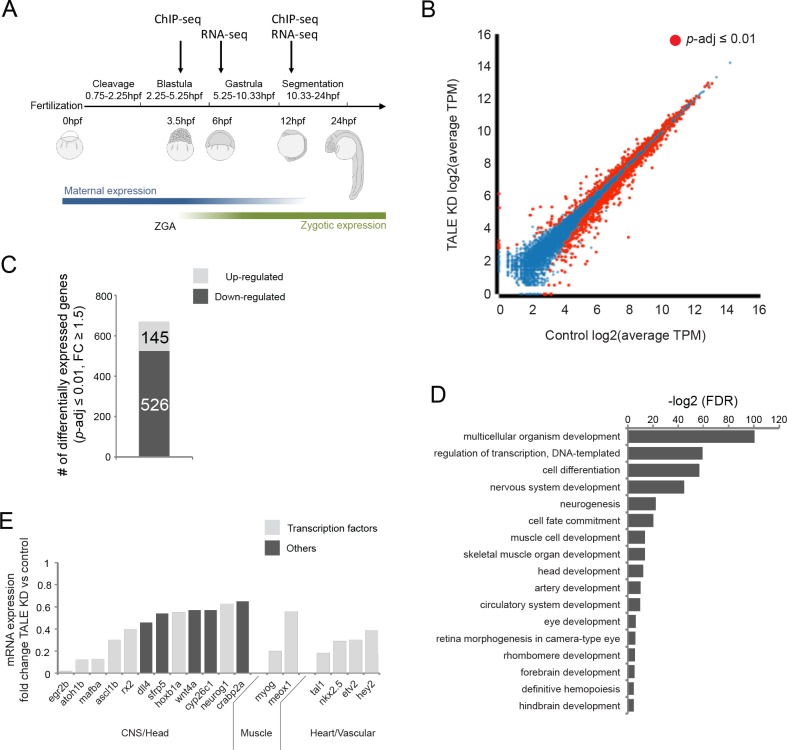
TALE factors control a gene network regulating formation of anterior embryonic structures. See also Figure 1—figure supplement 1. (**A**) Schematic of zebrafish embryogenesis indicating time points used for RNA-seq and ChIP-seq analyses. The 3.5hpf time point represents a stage prior to robust zygotic gene expression, while 12hpf corresponds to the time when tissue morphogenesis is initiated. The 6hpf time point for RNA-seq was selected to capture changes in gene expression occuring shortly after ZGA. ZGA = zygotic genome activation; hpf = hours post-fertlization. (**B**) Scatter plot showing average TPM gene expression as identified by RNA-seq in control vs TALE KD 12hpf embryos. Genes with significant expression variation (p-adj ≤0.01) are highlighted in red. Statistical test = Wald test in DeSeq2. (**C**) Graph showing the number of genes up/downregulated (p-adj ≤0.01, fold-change ≥1.5) in 12hpf TALE KD samples vs control. (**D**) DAVID analysis of genes downregulated (p-adj ≤0.01, fold-change ≥1.5) in 12hpf TALE KD samples vs control. Note that only select categories are presented, a full list of GO terms is available in Supplementary file 3. FDR = Benjamini multiple testing False Discovery Rate. (**E**) Expression fold-change of select genes significantly downregulated in 12hpf TALE KD samples compared to control. Genes were selected based on their role in regulation of relevant embryonic structures.

**Figure 1—figure supplement 1.**
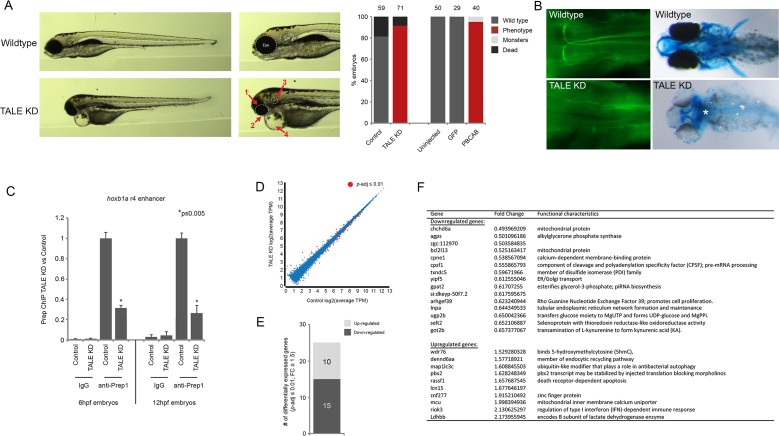
Characterization of the TALE KD phenotype. (**A**) Left panels; images of 4 days post-fertilization (dpf) zebrafish following TALE knockdown (TALE KD). Middle panels; views of the anterior region at higher magnification. The TALE KD phenotype is characterized by an overall small head with under-developed eyes (1), jaw (2) and otic vesicles (3), as well as cardiac edema (4). Right bar graphs; quantification of the phenotype for TALE KD zebrafish and zebrafish injected with mRNA encoding a dominant negative TALE protein (PBCAB [Choe et al., 2009]). Note that both strategies for TALE disruption produce similar results, showing the specificity of the phenotype. Numbers above bars indicate the total number of embryos analyzed in each condition. (**B**) Left panels; wildtype (top) and TALE KD (bottom) 48hpf embryos stained with 3A10 antibody to detect hindbrain Mauthner neurons (images show only the hindbrain and are in dorsal view with anterior to the left). Right panels; wildtype (top) and TALE KD (bottom) 5dpf embryos stained with alcian blue to detect cartilage (images are ventral views with anterior to the left). Asterisk indicates loss of cartilage in TALE KD embryos. Also note the absence of pectoral fins in TALE KD embryos. (**C**) ChIP-qPCR showing Prep binding at the *hoxb1a* r4 enhancer in TALE KD vs control embryos at 6hpf and 12hpf. Note that TALE KD disrupts genomic Prep occupancy. Three independent biological replicates are presented as mean fold-change ± SEM of Prep IP in TALE KD vs control samples. Statistical test: unpaired t-test. (**D**) Scatter plot showing average TPM gene expression as identified by RNA-seq in TALE KD embryos vs control at 6hpf. Genes with significant expression variation (p-adj ≤0.01) are colored in red. Statistical test = Wald test in DeSeq2. (**E**) Graph showing the number of genes up/downregulated (p-adj ≤0.01, fold-change ≥1.5) in 6hpf TALE KD embryos vs control. (**F**) Table listing all genes up/downregulated at 6hpf in TALE KD embryos relative to control.

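All genes listed in Figure 1—figure supplement 1F were tested over the 6 libraries at 6hpf. The 15 genes listed as lower had log2 fold-changes from -1.91 to -0.65, and the 10 listed as higher from 0.74 to 3.33. In every one of them the groups did not overlap, which is found for 10% of genes by chance. Over all genes tested, 2 of the lower and 2 of the higher genes were called, and 10 and 4 had an adjusted p of at most 0.05 (edgeR). Adjusted over the list alone, all 15 and all 10 had an adjusted p of at most 0.01, which is not independent evidence because the list came from the same libraries. With the replicate number as a block 12 and 6 passed over all genes. With any one library left out, edgeR called none of them other than 1 of the higher genes without TALE KD replicate 1. The lowest fold-change was in chchd6a, from 4.93 ± 1.23 to 1.30 ± 0.134 CPM (log2 fold-change -1.91, adjusted p = 0.0345, or 0.00479 with the block, edgeR), and bcl2l13 went from 28.5 ± 3.07 to 13.4 ± 1.46 CPM (log2 fold-change -1.08, adjusted p = 0.0208, or 0.00204 with the block, edgeR). The highest was in ldhbb, from 0.543 ± 0.276 to 5.53 ± 2.50 CPM (log2 fold-change 3.33, adjusted p = 0.0331, or 0.00248 with the block, edgeR), and mcu had a log2 fold-change of 1.57 (adjusted p = 0.0512, or 0.00624 with the block, edgeR).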

### Genomic TALE occupancy is continuously and dynamically associated with the TALE GRN during embryogenesis

To determine how genomic TALE occupancy relates to the TALE GRN, we carried out ChIP-seq for Prep1.1 in zebrafish embryos. We assessed TALE binding both at 12hpf (early segmentation stage; when TALE-dependent gene expression is detectable; Figure 1A,B), and also at 3.5hpf (late blastula stage; prior to robust zygotic gene expression; Figure 1A, Figure 2—figure supplement 1A,B). Analysis of two biological replicates at each stage (using a cutoff of FE ≥ 10; Figure 2A, Supplementary file 1) yielded ~13,300 peaks at 3.5hpf (Prep_3.5hpf_) and ~24,200 peaks at 12hpf (Prep_12hpf_), the majority of which are located within 30 kb of a transcription start site (TSS; Figure 2B). We note that out of the 13,300 Prep_3.5hpf_ peaks, ~60% co-localize with a Prep_12hpf_ peak (Figure 2C), suggesting that a large fraction of binding sites remains occupied throughout embryogenesis. However, an additional ~16,500 peaks detectable at 12hpf do not co-localize with a Prep_3.5hpf_ peak, demonstrating that additional binding sites become occupied at later stages. We refer to binding sites observed only at 12hpf as ‘12hpf-only’ (Prep_12hpf-only_). We noticed that although the Prep_12hpf-only_ peaks do not co-localize with Prep_3.5hpf_ peaks, the two types of sites nevertheless appear to be preferentially located near one another (Figure 2A). Indeed, a quantitative analysis of peak distribution revealed that 58% of all Prep_12hpf-only_ peaks are located within 40 kb of a Prep_3.5hpf_ peak (Figure 2D, Figure 2—figure supplement 1C).

**Figure 2.**
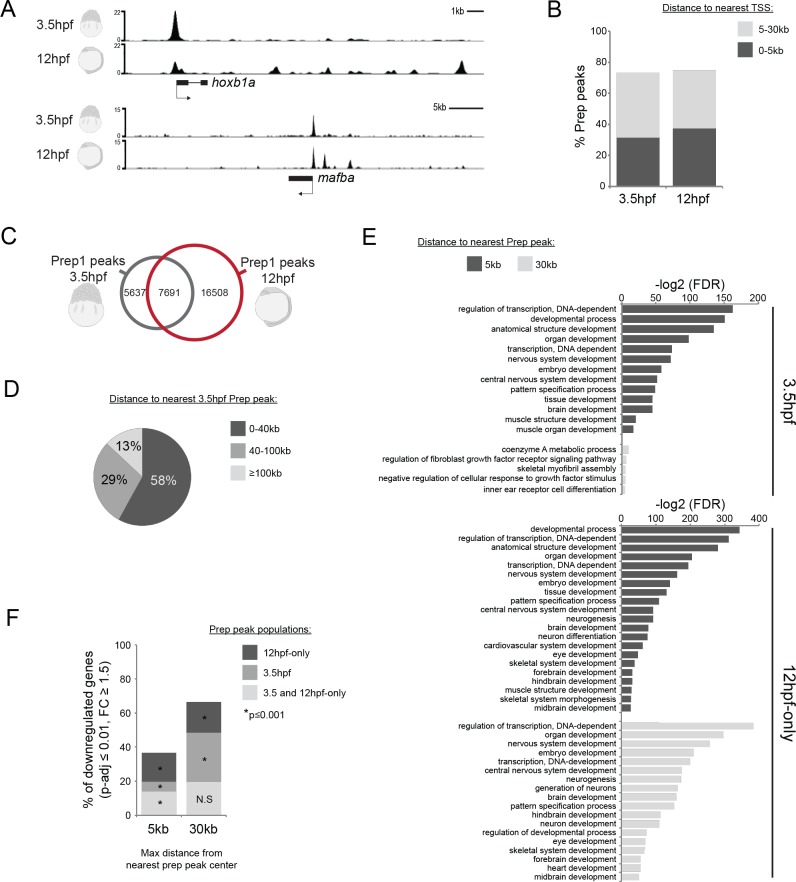
Genomic TALE occupancy is continuously and dynamically associated with the TALE GRN during embryogenesis. See also Figure 2—figure supplement 1. (**A**) Representative UCSC browser tracks illustrating Prep binding at the *hoxb1a* and *mafba* loci in 3.5 and 12hpf embryos. (**B**) Graph showing the distribution of Prep_3.5hpf_ and Prep_12hpf_ binding sites relative to TSSs. (**C**) Venn diagram illustrating co-localization of Prep peaks in 3.5hpf and 12hpf embryos. Two peaks are considered to co-localize if their summits are within 50 bp. (**D**) Chart illustrating percent of Prep_12hpf-only_ peaks found at various distances from Prep_3.5hpf_ peaks. (**E**) GO term enrichment for Prep_3.5hpf_ and Prep_12hpf-only_ peaks identified by GREAT using the nearest gene within 5 or 30 kb association rule. In the case of GO terms associated with genes within 30 kb, only select categories are presented, a full list of GO terms is available in Supplementary file 3. FDR = Binomial False Discovery Rate. (**F**) Graph showing percent of TALE GRN genes (p-adj ≤0.01, fold-change ≥1.5) associated (≤5 or 30 kb) with Prep_3.5hpf_ and Prep_12hpf-only_ peaks. *p*-values for enrichment above a random set of genes were calculated using the Pearson correlation test.

**Figure 2—figure supplement 1.**
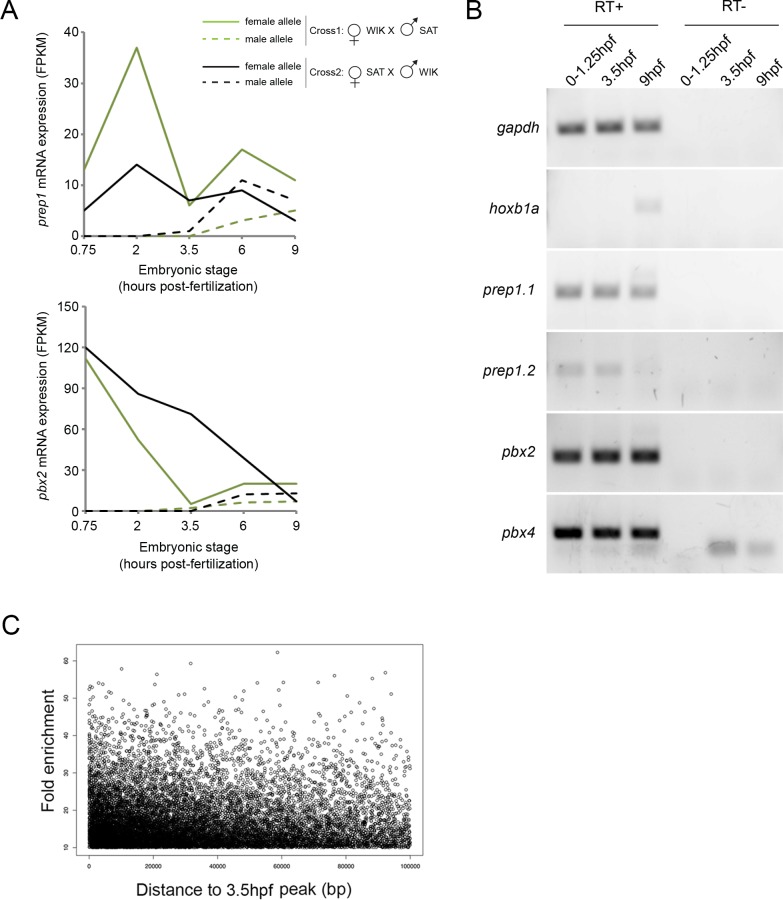
Analysis of TALE binding in zebrafish embryos. (**A**) Expression levels of maternal and paternal *prep1* and *pbx2* transcripts during early zebrafish embryogenesis (from [Harvey et al., 2013]). Until 3.5hpf, transcripts from the paternal allele (which requires zygotic activation) are not detected, demonstrating that only maternal *prep* and *pbx* transcripts are present prior to this time point. (**B**) RT-PCR analysis on 0–1.25hpf, 3.5hpf and 9hpf zebrafish embryos demonstrating that *prep1.1, prep1.2, pbx2* and *pbx4* transcripts are maternally deposited. (**C**) Density plot illustrating the distance between each Prep_12hpf-only_ peak and its nearest Prep_3.5hpf_ peak. Peaks located >100 kb from a Prep_3.5hpf_ peak are not shown (of 16,500 Prep_12hpf-only_ peaks, 2,138 [13%] are located at >100 kb). p=1.85 E-11 (Chi-square comparison to shuffled peaks).

GO-term analyses revealed that genes associated with either Prep_3.5hpf_ or Prep_12hpf-only_ peaks are enriched for functions related to transcriptional regulation and embryonic development – particularly neural development, but also heart and muscle formation (Figure 2E). These functions correspond well with the phenotype observed in TALE KD embryos (Figure 1—figure supplement 1A,B) and with the GO-terms associated with the TALE GRN (Figure 1D), suggesting that Prep occupancy is linked with the TALE GRN throughout embryogenesis. Accordingly, we find that ~70% (350/526) of the TALE GRN genes are located within 30 kb of a Prep_3.5hpf_ or a Prep_12hpf-only_ peak (Figure 2F).

We conclude that Prep occupies genomic binding sites associated with the TALE GRN as early as late blastula stages. ~60% of these sites are also occupied at segmentation stages, but by this stage a large number of additional binding sites (Prep_12hpf-only_ sites) have become bound by Prep. Since these later sites are also associated with the TALE-GRN, Prep binding is dynamically and continuously associated with the TALE GRN during zebrafish embryogenesis.

### TALE factors utilize distinct binding motifs at early versus late stages of embryogenesis

The widespread genomic binding of Prep at blastula stages has not been reported previously and we therefore examined the characteristics of these binding sites in greater detail. To this end, we used the MEME de novo motif discovery tool (Bailey et al., 2009; Machanick and Bailey, 2011) and identified a 10 bp TGATTGACAG sequence as the predominant motif centered at Prep_3.5hpf_ peak summits (Figure 3A). This ‘DECA motif’ contains immediately adjacent Pbx and Prep half sites and was initially identified as a binding site for TALE dimers in vitro (Chang et al., 1997; Knoepfler and Kamps, 1997). Subsequently, the DECA motif has been detected at sites co-occupied by Pbx and Prep in embryonic stem cells and in the mouse trunk (Laurent et al., 2015; Penkov et al., 2013; De Kumar et al., 2017), but it has not been assigned a biological function. To test if DECA sites are co-occupied by Pbx also in the zebrafish embryo, we selected twelve binding sites and used ChIP-qPCR to assay Pbx occupancy. We find that Pbx is present at eleven of the twelve sites at 3.5hpf and that all twelve are occupied by Pbx at 12hpf (Figure 3C), revealing that Prep and Pbx co-occupy DECA sites at least through segmentation stages.

**Figure 3.**
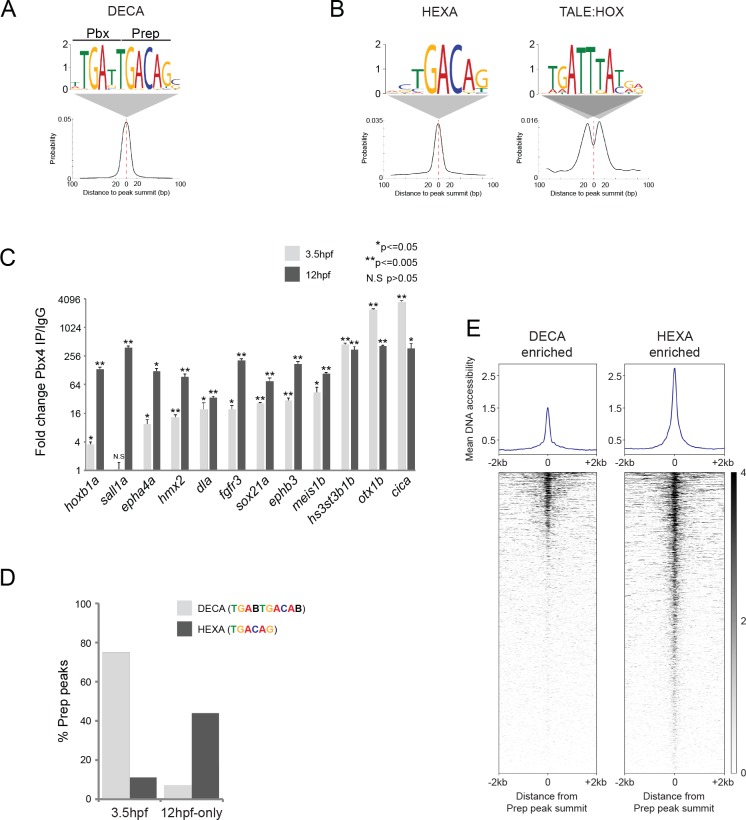
TALE factors utilize distinct binding motifs at early versus late stages of embryogenesis. (**A**) Sequence logo and localization relative to Prep peak summits of sequence motifs identified by MEME at Prep_3.5hpf_ peaks. (**B**) Sequence logo and localization relative to Prep peak summits of sequence motifs identified by MEME at Prep_12hpf-only_ peaks. (**C**) ChIP-qPCR showing Pbx4 binding at Prep-occupied DECA sites at 3.5hpf and 12hpf, labeled with the name of the nearest gene. Data of three independent biological replicates are presented as mean fold change ± SEM of Pbx4 IP vs control IgG. Statistical test: unpaired t-test. (**D**) Graph showing percent of Prep_3.5hpf_ and Prep_12hpf-only_ peaks that contain DECA or HEXA motifs. (**E**) Heatmaps displaying chromatin accessibility at 4hpf (derived from ATAC-seq data [Kaaij et al., 2016]) at DECA (left panel) and HEXA (right panel) enriched peaks. (Prep_3.5hpf_ and Prep_12hpf-only_ peaks were used as a source of DECA- and HEXA-enriched sites, respectively.). 10.7554/eLife.36144.007Figure 3—source data 1.Input sequences.

Notably, the DECA motif detected at Prep_3.5hpf_ peaks is distinct from the typical configuration of binding motifs recognized by TALE factors in their role as cooperating with tissue-specific TFs (reviewed in [Ladam and Sagerström, 2014; Merabet and Mann, 2016]). Since this role was characterized primarily at segmentation stages (Ferretti et al., 2005, 2000; Jacobs et al., 1999; Tümpel et al., 2007; Pöpperl et al., 1995), we considered the possibility that the Prep_12hpf-only_ peaks may represent TALE factors acting together with tissue-specific TFs. Indeed, MEME analysis of Prep_12hpf-only_ peaks returned a 6 bp TGACAG (HEXA) motif, but not the DECA motif (Figure 3B). HEXA motifs are binding sites for monomeric Prep (or Meis) factors (Chang et al., 1997; Berthelsen et al., 1998; Shen et al., 1997a) and have been found at several Hox-dependent regulatory elements (Amin et al., 2015; Ferretti et al., 2000; Ryoo et al., 1999; Jacobs et al., 1999; Tümpel et al., 2007). Accordingly, MEME also identified a TGATTTAT sequence, which represents a binding site for TALE:HOX dimers (Penkov et al., 2013; Shen et al., 1997b; Chang et al., 1996), at the Prep_12hpf-only_ peaks (Figure 3B). This Hox motif is not located at the center of the Prep peaks, but is off-set by ~10 bp, as has been observed previously at regulatory elements where Prep/Meis acts with Hox TFs (Jacobs et al., 1999; Ferretti et al., 2005, 2000). We next examined the prevalence of the different motifs at Prep_3.5hpf_ versus Prep_12hpf-only_ peaks. We find that 75% of Prep_3.5hpf_ binding sites contain a DECA motif, while only 7% of Prep_12hpf-only_ sites do so. Conversely, 44% of all Prep_12hpf-only_ binding sites, but only 11% of Prep_3.5hpf_ sites, contain a HEXA motif (Figure 3D). Consistent with HEXA motifs being associated with a Prep cofactor role, we also find that PBX:HOX binding sites are more prevalent at Prep_12hpf_ peaks (24%) than at Prep_3.5hpf_ peaks (5%). It is surprising that HEXA sites are not occupied by Prep at blastula stages and we considered the possibility that HEXA sites may not be accessible at this stage. We made use of previously published ATAC-seq data (Kaaij et al., 2016) to examine DNA accessibility at DECA versus HEXA sites at 4hpf and find that HEXA sites are considerably more accessible than DECA sites (Figure 3E), suggesting that chromatin accessibility is not a limiting factor for Prep binding at HEXA sites in the blastula stage embryo.

While both DECA and HEXA sites have been reported previously, our data show for the first time that there is a temporal order to how TALE factors utilize these motifs during embryogenesis. Specifically, TALE factors occupy primarily DECA sites at blastula stages and these motifs remain occupied at least until segmentation stages, but by segmentation stages additional binding sites become utilized so that TALE factors also occupy HEXA motifs associated with binding sites for tissue-specific TFs such as Hox proteins.

### Some TALE-occupied sites are associated with chromatin marks at Blastula stages

Previous analyses of individual DNA elements containing HEXA motifs adjacent to PBX:HOX motifs demonstrated that these act as enhancers in mouse and zebrafish (Pöpperl et al., 1995; Jacobs et al., 1999; Ferretti et al., 2005; Choe et al., 2009; Ferretti et al., 2000; Di Rocco et al., 1997; Manzanares et al., 2001; Tümpel et al., 2007; Wassef et al., 2008). Conversely, de novo motif discovery in conserved hindbrain enhancers – combined with functional testing in zebrafish – identified HEXA and PBX:HOX motifs as being essential for enhancer activity (Parker et al., 2011; Grice et al., 2015). Accordingly, we find that the Prep_12hpf-only_ peaks are found at highly conserved regions of the genome (Figure 4—figure supplement 1A) and are associated with chromatin modifications known to mark enhancers (Figure 4—figure supplement 1B). Finally, we find that of 74 hindbrain enhancers active at 48–72hpf (Grice et al., 2015), 19 (26%; Figure 4—figure supplement 1C) are associated with a Prep_12hpf-only_ peak. Hence, the arrangement of HEXA sites associated with PBX:HOX motifs (and other tissue-specific TF motifs) that we observe at 12hpf is very likely to represent enhancer elements.

In contrast, no biological function has yet been assigned to elements containing DECA motifs. We characterized 11 Prep-occupied DECA sites in greater detail and find that eight are associated with genomic regions conserved in five other fish species (Figure 4—figure supplement 1D). Six of these elements are also conserved in mammals, suggesting that they play an evolutionarily important role. To identify a role for these elements, we tested whether Prep_3.5hpf_ peaks correlate with particular chromatin features by comparison to available ChIP-seq data sets from 4.5hpf blastula stage zebrafish embryos (Bogdanovic et al., 2012; Zhang et al., 2014; Lee et al., 2015). Ranking TALE-bound regions based on their level of H3K4me1 (a histone modification associated with enhancers and promoters) reveals a clear pattern (Figure 4A). In particular, K-means clustering produced four clusters of sequences, three of which (representing ~25% of all TALE-occupied sites) are highly marked by H3K4me1. To distinguish TALE-occupied sites associated with chromatin marks from sites that lack (or display very low levels of) such marks, we refer to them as MPADs (Modified Prep Associated Domains) and non-MPADs, respectively. We find that MPADs are also enriched for H3K4me3 (a mark of active promoters) and H3K27ac (a mark of active enhancers and promoters). In addition, MPADs center on nucleosome-depleted regions and are highly enriched for RNA polymerase II occupancy (Figure 4A,B). MPADs are also preferentially found within 5 kb of TSSs (Figure 4C), are enriched near genes involved in transcriptional regulation and embryonic development (Figure 4D, Supplementary file 2) and are found at conserved sites in the genome (Figure 4E). In contrast, the remaining 75% of TALE-occupied sites display only sparsely modified histones at this stage (Figure 4A). These non-MPAD sites lack a nucleosome free region (Figure 4B) and are only weakly associated with RNA Polymerase II, but they are highly methylated on CpG dinucleotides. The non-MPAD sites are mostly found at distances greater than 5 kb from TSSs (Figure 4C), associated genes are not enriched for any specific functions (Figure 4D) and they are not highly conserved (Figure 4E).

**Figure 4.**
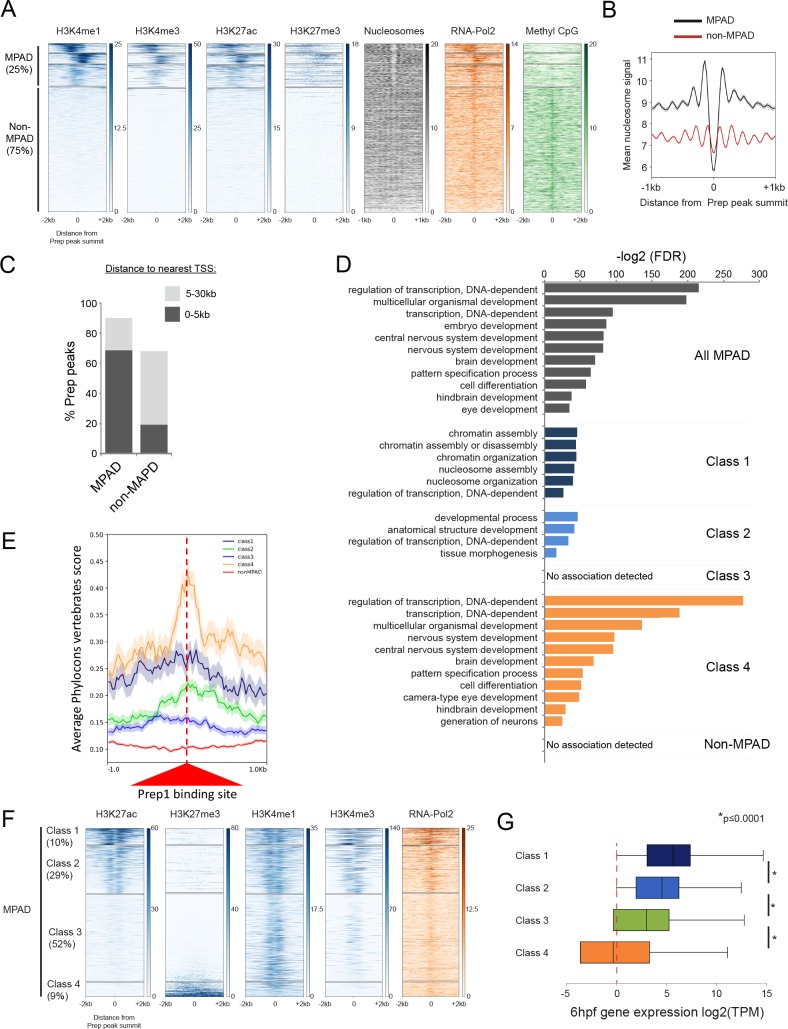
Some TALE-occupied sites are associated with chromatin marks at blastula stages and developmental control genes are enriched near MPADs displaying repressive histone modifications. See also Figure 4—figure supplements 1 and 2. (**A**) Heatmaps displaying chromatin features at genomic regions occupied by Prep at 3.5hpf. H3K4me1 signals at Prep-occupied elements was analyzed by K-mean (k = 4) clustering (left panel). H3K4me3, H3K27ac, H3K27me3, nucleosome, RNA-pol2 subunit RPB1 and Methyl CpG signals are displayed based on the H3K4me1 clustering order. (**B**) Average nucleosome signal at MPADs and non-MPADs (as defined in A). (**C**) Distribution of MPADs and non-MPADs relative to TSSs. (**D**) GO term enrichment for MPADs and non-MPADs identified by GREAT (nearest gene within 30 kb). Note that genes associated with Class 3 MPADs or non-MPADS are not enriched for GO terms. Only select categories are presented, a full list of GO terms is available in Supplementary file 2. FDR = Binomial False Discovery Rate. (**E**) Conservation of 3.5hpf Prep-occupied sites among vertebrates generated using PhastCons vertebrate 8-way comparison. The score shown is the probability (0 ≤ p ≤ 1) that each nucleotide belongs to a conserved genomic element. (**F**) Heatmaps displaying chromatin features at MPADs. H3K27ac and H3K27me3 signals at MPADs were analyzed by K-mean (k = 4) clustering. H3K4me1, H3K4me3, nucleosome and RBP1 signals are displayed based on the H3K27ac/me3 clustering order. (**G**) Box plots showing average expression of genes near (≤30 kb) each of the four MPAD classes, as determined by RNA-seq on 6hpf embryos. Data are presented as log2 of mean TPM (transcripts per million) values from three biological replicates. Statistical test: pairwise comparison with Kruskal-Wallis followed by Dunn's post-hoc test.

**Figure 4—figure supplement 1.**
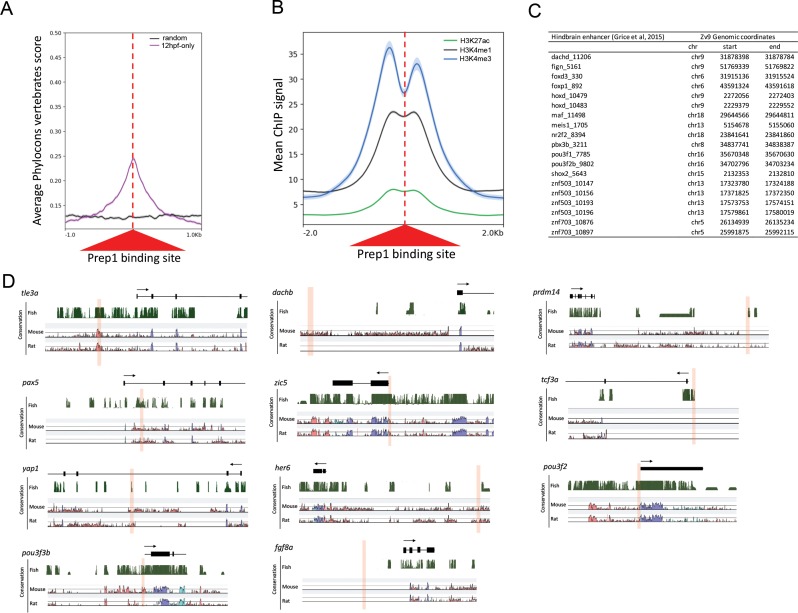
Comparison of early and late Prep-occupied sites. (**A**) Conservation of Prep_12hpf-only_-occupied sites among vertebrates plotted using PhastCons vertebrate 8-way comparison. The score shown is the probability (0 ≤ p ≤ 1) that each nucleotide belongs to a conserved genomic element. (**B**) Average ChIP-seq signal for H3K27ac, H3K4me1 and H3K4me3 at Prep_12hpf-only_-occupied sites. (**C**) Table listing hindbrain enhancers (identified in [Grice et al., 2015]) that overlap with a Prep_12hpf-only_-occupied site by 50 bp. (**D**) Assessment of sequence conservation for eleven Prep_3.5hpf_-occupied sites. Browser shots of conservation among fish (displayed as PhastCons plots in the UCSC browser), mouse and rat (displayed in VISTA plots) were aligned based on the exon/intron structure of the nearest gene.

**Figure 4—figure supplement 2.**
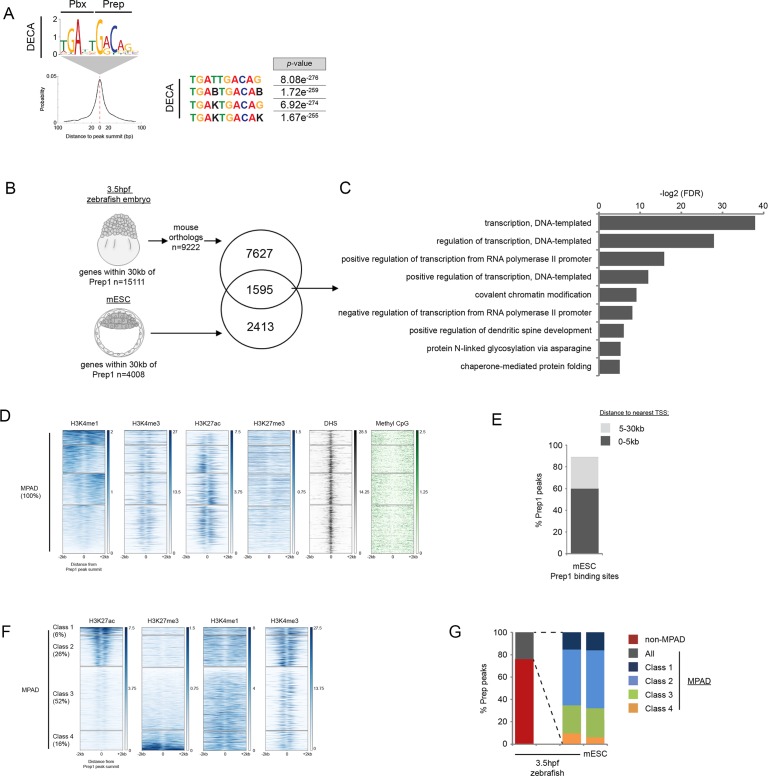
TALE occupancy in mESCs is associated with chromatin profiles similar to 3.5hpf zebrafish embryos. (**A**) Sequence logo, enrichment and localization relative to Prep1 peak summit of the DECA motif in mESCs (using data from [Laurent et al., 2015]). *p*-values for enrichment above random occurrence were calculated using the ranksum test in AME. Motifs are shown in IUPAC code (B = C, G or T; K = T or G). (**B**) Identification of genes bound by Prep in 3.5hpf zebrafish embryos and mESC. 1595 genes are associated with (within 30 kb) Prep binding in 3.5hpf zebrafish embryos and mESCs. (**C**) DAVID analysis of the 1,595 Prep-associated genes common to 3.5hpf embryos and mESCs identified in Figure 4—figure supplement 2B. Note that only select categories are presented and that a full list of GO terms is available in Supplementary file 3. FDR = Benjamini multiple testing False Discovery Rate. (**D**) Heatmaps displaying chromatin features at genomic regions occupied by Prep1 in mESCs. H3K4me1 signal at Prep-occupied elements was analyzed by K-mean (k = 4) clustering (left panel). H3K4me3, H3K27ac, H3K27me3, DNAse Hypersensitivity Sites (DHS), and methyl CpG signals are displayed based on the H3K4me1 clustering order. (**E**) Distribution of mESC MPADs relative to TSSs. (**F**) Heatmaps displaying chromatin features at mESC MPADs. H3K27ac and H3K27me3 signals at MPADs were analyzed by K-mean (k = 4) clustering. H3K4me1, H3K4me3 signals are displayed based on the H3K27ac/me3 clustering order. (**G**) Graph showing the percent of Prep binding in each category (MPAD, non-MPAD and MPAD classes) in 3.5hpf zebrafish embryos and mESCs.

Prep occupancy has not been assessed in blastula stage embryos of other animal species, but previous analyses in murine embryonic stem cells (mESCs) identified Prep as bound to DECA motifs ([Laurent et al., 2015]; see also Figure 4—figure supplement 2A). We find that ~40% (1595/4008) of the Prep-associated genes in mESCs have orthologs with a nearby Prep_3.5hpf_ peak in zebrafish (Figure 4—figure supplement 2B,C), indicating that Prep binding near developmental control genes is evolutionarily conserved. Sorting Prep-occupied regions from mESCs based on their enrichment for H3K4me1 revealed characteristics similar to those observed in zebrafish (Figure 4—figure supplement 2D,E), although there are many fewer unmodified regions in mESCs than in zebrafish embryos. Hence, at blastula stages, TALE-occupied sites can be divided into ones that are associated with various chromatin marks and are located near promoter regions of developmental control genes (MPADs), and ones that are largely devoid of histone marks and that are not associated with specific gene functions (non-MPADs).

### Developmental control genes are enriched near MPADs displaying repressive histone modifications

We noticed that a subset of MPADs shows detectable enrichment for the repressive H3K27me3 histone modification (Figure 4A). To examine this finding further, we ranked MPADs based on their level of H3K27ac and H3K27me3 at blastula stages. K-means clustering divided the resulting distribution into four groups (Figure 4F). For the sake of comparison, we refer to these as Class 1–4 MPADs. In particular, MPADs with high (Class 1) and intermediate (Class 2) levels of H3K27ac are associated with high levels of H3K4me3 and RNA Pol II occupancy, while elements with low levels of H3K27ac (Class 3 and 4) are not. Notably, the subset of MPADs with the lowest level of H3K27ac are associated with high levels of H3K27me3 (Class 4). When we analyze the GO-terms of genes associated with each of the four MPAD classes, we find that H3K27me3-modified Class 4 MPADs are more highly associated with developmental control genes than are Class1-3 MPADs (Figure 4D). In agreement with the chromatin profile at MPADs, RNA-seq analysis at 6hpf (shortly after the onset of zygotic gene expression) revealed that genes associated with Class 1 and 2 MPADs are expressed at higher levels than genes associated with Class 3 and 4 MPADs (Figure 4G). Similarly, ranking MPADs from mESCs based on H3K27ac levels revealed categories analogous to those observed in zebrafish (Figure 4—figure supplement 2F,G).

Hence, MPADs can be further subdivided such that Class 1 and 2 display active chromatin marks and are found near genes expressed at 6hpf. In contrast, Class 4 MPADs are marked by H3K27me3 and are associated with genes involved in developmental processes, but these are not highly expressed at 6hpf. Class 3 MPADs are only marked by H3K4me1 and genes associated with this class show an intermediate level of expression at 6hpf, but they are not enriched for specific biological functions. We conclude that the chromatin state of MPADs correlates with the biological function of nearby genes and that developmental control genes are primarily associated with repressed (H3K27me3-modified) Class 4 MPADs.

### Class 4 MPADs transition to an active chromatin state during embryogenesis

We next examined whether chromatin modifications at MPADs change as embryogenesis progresses by comparing their H3K27ac status at the blastula stage (4.5hpf) to that at late gastrula (9hpf) – when the embryonic axes have formed and organogenesis is beginning. We find that Class 1 and 2 MPADs undergo a reduction in the level of H3K27ac modification from 4.5hpf to 9hpf (Figure 5A,B), while RNA-seq at 12hpf (to capture changes in gene expression corresponding to chromatin changes at 9hpf; Figure 5C) shows that the associated genes are expressed at similar levels at 12hpf and 6hpf (Figure 5D). In contrast, Class 4 MPADs display higher levels of H3K27ac at 9hpf than at 4.5hpf and their associated genes show the greatest increase in expression between 6hpf and 12hpf. Class 3 MPADs show an intermediate effect with a small change in H3K27ac levels and a slight increase in expression of associated genes. We also find that many of the TALE-occupied regions that are sparsely modified at 4.5hpf (non-MPADs defined in Figure 4A) become more highly modified by H3K27ac as development progresses (Figure 5—figure supplement 1A,B). Genes associated with the non-MPADs undergoing the greatest increase in H3K27ac levels show the greatest increase in expression (Figure 5—figure supplement 1C) and are also enriched for functions related to later stages of embryogenesis (Figure 5—figure supplement 1D). Hence, Class 4 MPADs (and, to a lesser extent, Class 3 MPADs and non-MPADs) undergo an increase in H3K27ac and expression of the associated genes is significantly upregulated by 12hpf.

**Figure 5.**
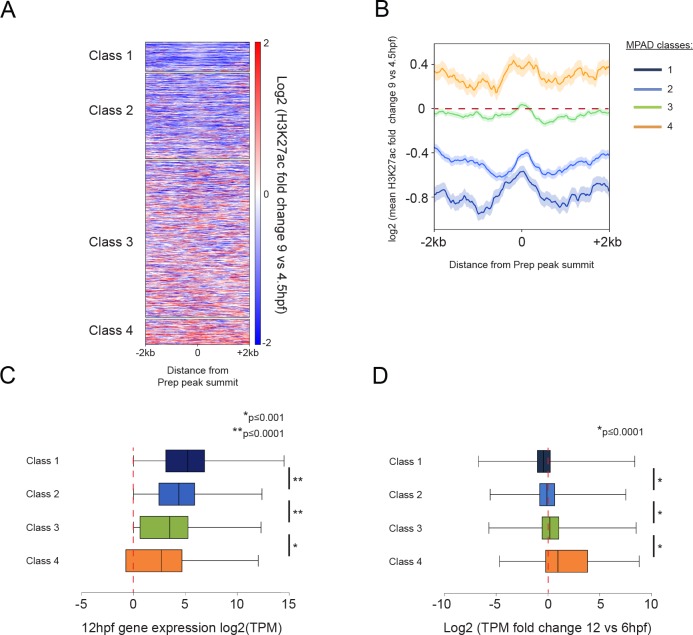
Class 4 MPADs transition to an active chromatin state during embryogenesis. See also Figure 5—figure supplement 1. (**A**) Heatmap displaying the change in H3K27ac signal (log2 of fold-change) at MPADs between 4.5 and 9hpf of zebrafish embryogenesis. Ranking of MPADs is the same as in Figure 4F. (**B**) Average change in H3K27ac signal between 4.5hpf and 9hpf (log2 of fold-change) at MPADs. (**C, D**) Box plots showing expression of genes associated (≤30 kb) with each of the four MPAD classes, as determined by RNA-seq on 6hpf and 12hpf embryos. Data are presented as log2 of mean TPM values at 12hpf (**C**) or as log2 of mean TPM fold-change between 12hpf and 6hpf (**D**). Statistical test: pairwise comparison with Kruskal-Wallis followed by Dunn's post-hoc test.

**Figure 5—figure supplement 1.**
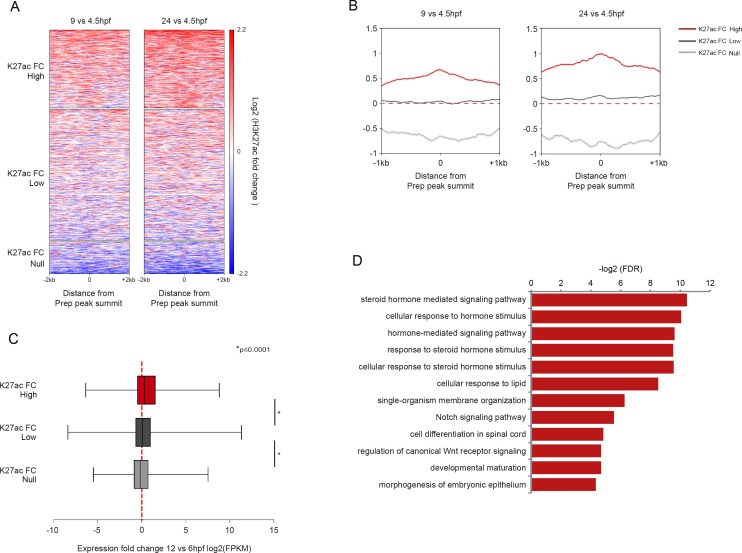
Non-MPADs undergo changes in chromatin state during embryogenesis. (**A**) Heatmaps displaying the change in H3K27ac signal at non-MPAD Prep binding sites during zebrafish embryogenesis. H3K27ac signal log2 fold-change (9hpf vs 4.5hpf and 24hpf vs 4.5hpf) at non-MPAD elements was analyzed by K-mean (k = 3) clustering. Clustering identifies three non-MPAD categories with high (K27acFC-High), low (K27acFC-Low) or null/negative (K27acFC-Null) H3K27ac fold-change during embryonic development. (**B**) Average change in H3K27ac signal (log2 of fold-change) between 4.5hpf and 9hpf (left panel) or 4.5hpf and 24hpf (right panel) at non-MPAD categories from Figure 5—figure supplement 1A. (**C**) Box plot showing the expression change of genes near (≤30 kb) each of the three non-MPAD K27acFC categories, as determined by RNA-seq on 6hpf and 12hpf zebrafish embryos. Data are presented as log2 of mean TPM (transcripts per million) fold-change between 12hpf and 6hpf. Statistical test: pairwise comparison with Kruskal-Wallis followed by Dunn's post-hoc test. (**D**) GO term enrichment for non-MPAD regions highly acetylated (K27acFC-High) during gastrulation/segmentation as identified by GREAT using the nearest gene within 30 kb association rule. Note that only select categories are presented and that a full list of GO terms is available in Supplementary file 3. FDR = Binomial False Discovery Rate.

### TALE factors control the chromatin state at class 4 MPADs associated with the anterior GRN

The fact that developmental control genes are associated with Class 4 MPADs suggests that the TALE GRN genes may fall into this category. Indeed, we find that TALE GRN genes are significantly associated with Class 4 (and Class 3), but not Class 1 or 2, MPADs (Figure 6A,B). A closer analysis of the TALE GRN genes associated with Class 3 and 4 MPADs revealed that they are enriched for functions related to transcriptional regulation and early embryonic processes (Figure 6C) that align well with the developmental defects observed in TALE KD embryos. In fact, 27 of the 34 TALE GRN genes associated with Class 4 MPADs encode TFs (Figure 6E) and a literature review uncovered that ~65% (22/34) have been previously implicated in the formation of embryonic structures that are affected in TALE KD embryos (Figure 6E; Supplementary file 4). These findings suggest that TALE factors act via Class 4 (and, to a certain extent, Class 3) MPADs to control a core set of TFs in the TALE GRN. 

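The 27 TF genes of Figure 6E all had log2 fold-changes below 0 in TALE KD embryos at 12hpf, from -2.45 to -0.35 with a median of -0.85, as follows from a list the study drew from genes downregulated in these samples. In 19 of them the TALE KD libraries all lay below the controls, and 8 were called over all 6 libraries. Adjusted over the list alone 14 had an adjusted p of at most 0.01, and with the replicate number as a block 21 did so over all genes tested. The number called was 19 without TALE KD replicate 3, 4 without control replicate 3 and 1 without any one of the others, and 27 without replicate 3 of both groups. Apart from nkx2.5, mafba, hoxa2b, hoxb2a and hoxb1a, the genes called were sp8a, pou3f3b and hoxa10b. The level of sp8a went from 15.8 ± 0.407 to 5.61 ± 0.658 CPM (log2 fold-change -1.50, standard error 0.11, adjusted p = 5.35e-04, edgeR). For pou3f3b it went from 10.1 ± 0.519 to 2.61 ± 1.40 CPM (log2 fold-change -1.92, adjusted p = 0.00927, edgeR), which did not pass with library totals alone, and for hoxa10b from 10.4 ± 0.593 to 5.47 ± 0.805 CPM (log2 fold-change -0.91, adjusted p = 0.00613, edgeR). The smallest difference was in tfap2b, from 2.58 ± 0.308 to 1.98 ± 1.07 CPM, which was within the spread of the replicates (adjusted p = 0.571, edgeR).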

To directly test this possibility, we assessed whether TALE factors are required for the expression of MPAD-associated genes by 12hpf. 

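The genes of Figure 6E that do not encode TFs are crygmx, slc25a15a, ppp1r13ba, jph1a, dand5, epha7 and kirrelb. All 7 had a log2 fold-change below 0 in TALE KD embryos at 12hpf, with a median of -0.86, and 5 had an unadjusted p under 0.05 (edgeR). None was called over all 6 libraries with edgeR, while DESeq2, chosen after seeing the data, called 1, ppp1r13ba. With the replicate number as a block 3 had an adjusted p of at most 0.01 (edgeR). Without replicate 3 of both groups edgeR called 7. The number called was 2 without TALE KD replicate 3, 1 without control replicate 3 and 0 without any one of the others (edgeR). The TALE KD libraries lay below the control libraries in 4 of the genes. The lowest level in controls was that of slc25a15a, at 0.631 ± 0.135 CPM, against 0.307 ± 0.269 CPM in TALE KD libraries. This difference did not pass (log2 fold-change -0.93, adjusted p = 0.320, edgeR). The genes of each MPAD class as a whole were not analysed here.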

We find that expression of genes associated with Class 1 and 2 MPADs is relatively insensitive to TALE KD, while genes associated with Class three and, in particular, Class 4 MPADs are downregulated in TALE KD embryos (Figure 6D,E). Since Class 4 MPADs show an increase in H3K27ac between 6hpf and 9hpf (Figure 5A), we examined the impact of TALE TFs on 9hpf H3K27ac levels. Using ChIP-qPCR, we find that H3K27ac levels are reduced at 57% (4/7) of TALE GRN-associated Class 4 MPADs in TALE KD embryos (Figure 6F). These findings indicate that TALE factors act by regulating a chromatin transition – from repressive chromatin in blastula stage embryos to active chromatin in segmentation stage embryos – at a core set of genes encoding TFs that direct primarily anterior development in the zebrafish embryo.

**Figure 6.**
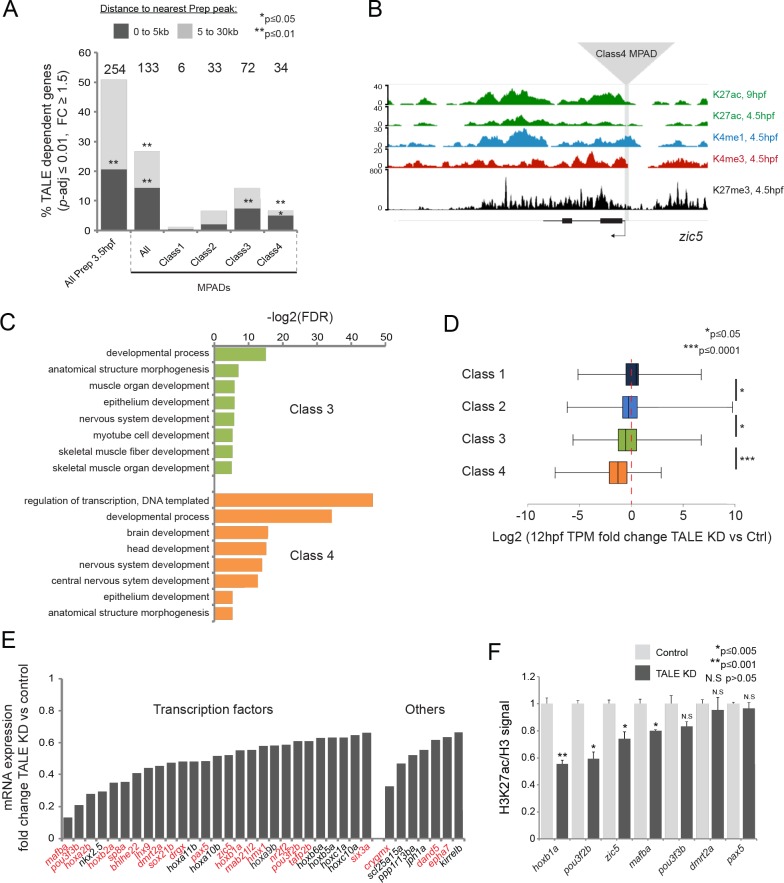
TALE factors control the chromatin state at Class 4 MPADs associated with the TALE GRN. (**A**) Localization of TALE KD downregulated genes (p-adj ≤0.01, fold-change ≥1.5) relative to MPADs. The number of TALE-dependent genes within 30 kb of MPADs is indicated above each bar. *p*-values for enrichment above a random set of genes were calculated using the Pearson correlation test. (**B**) Representative UCSC browser tracks of the *zic5* locus illustrating the position of a Class 4 MPAD and histone modifications in 4.5hpf and 9hpf embryos. (**C**) DAVID analysis of TALE KD downregulated genes (p-adj ≤0.01, fold-change ≥1.5) near Class 3 and 4 MPADs. Note that only select categories are presented, a full list of GO terms is available in Supplementary file 3. FDR = Benjamini multiple testing False Discovery Rate. (**D**) Box plots showing change in expression of genes near (≤30 kb) each of the four MPAD classes, as determined by RNA-seq at 12hpf. Data are presented as log2 of mean TPM fold-change between TALE KD and control. Statistical test: pairwise comparison with Kruskal-Wallis followed by Dunn's post-hoc test. (**E**) Graph showing the TPM expression fold-change in TALE KD vs control 12hpf embryos for all TALE dependent genes (n = 34) near (≤30 kb) Class 4 MPADs. Genes in red control the formation of structures affected by TALE KD (see Supplementary file 4). (**F**) H3K27ac/Histone H3 signal ratio at Class 4 MPADs as determined by ChIP-qPCR in 9hpf control vs TALE KD embryos. MPADs are labeled with the name of the nearest TALE-dependent gene. Data of three independent biological replicates are presented as mean fold change ± SEM of TALE KD vs control. Statistical test: unpaired t-test.

### NF-Y proteins regulate TALE GRN expression and form complexes with TALE factors

Since TALE factors commonly function in complexes with other TFs, it is possible that they have novel interaction partners when bound at DECA motifs. Indeed, the DREME discovery tool detected three motifs in addition to the DECA motif at Prep_3.5hpf_ peaks (Figure 7A). We cannot confidently assign a TF to the AT(A/G)TTAA motif, and the CC(C/A)C(G/A)CCC motif could bind any member of the large Sp/Klf family. The CCAAT motif was detected in a previous Prep ChIP-seq analysis (Penkov et al., 2013), but it was not pursued further. In our analysis, DREME predicted this motif to be selective for the NF-Y transcription factor (Dolfini et al., 2009). While the other motifs are enriched at both Prep_3.5hpf_ and Prep_12hpf-only_ peaks, the NF-Y motif is specifically enriched at Prep_3.5hpf_ peaks (Figure 7B). NF-Y is also maternally deposited in zebrafish (Figure 7—figure supplement 1A), consistent with a joint role for TALE and NF-Y factors at blastula stages. Using ChIP-qPCR, we tested 15 TALE-occupied sites with nearby CCAAT motifs and detect NF-Y binding at nine of them (Figure 7C), demonstrating that co-occupancy is relatively frequent. Accordingly, using ChIP-seq data from mESCs (Oldfield et al., 2014), we find that ~50% of all Prep peaks are found near NF-Y peaks also in this cell type (Figure 7D), demonstrating that co-localization of TALE and NF-Y TFs is evolutionarily conserved.

**Figure 7.**
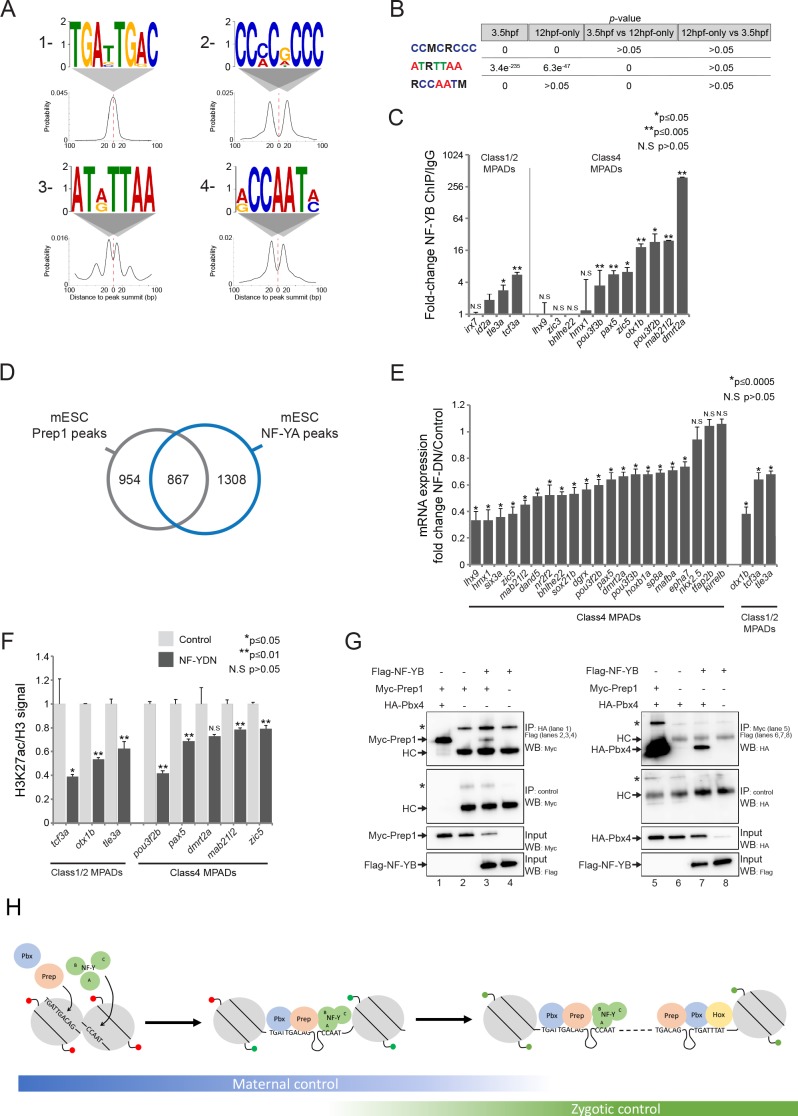
NF-Y proteins regulate TALE GRN expression and form complexes with TALE factors. See also Figure 7—figure supplement 1. (**A**) Sequence logo and localization relative to Prep peak summits of motifs identified by DREME at Prep_3.5hpf_ peaks. (**B**) Enrichment of motifs in Prep_3.5hpf_ and Prep_12hpf-only_ peaks as defined by AME. *p*-values for enrichment above random occurrence (3.5hpf and 12hpf-only columns) or between two Prep peak populations (3.5hpf vs 12hpf-only and 12hpf-only vs 3.5hpf columns) were calculated using the ranksum test in AME. Motifs are represented in IUPAC code (M = A or C; R = A or G). (**C**) ChIP-qPCR showing NF-YB binding at CCAAT motif-containing MPADs in 9hpf embryos. MPADs are labeled with the name of the nearest gene. Data of three independent biological replicates are presented as mean fold change ± SEM of NF-YB IP vs control IgG. Statistical test: unpaired t-test. (**D**) Venn diagram illustrating the overlap of Prep and NF-YB peaks in mESCs. Two peaks are considered to overlap if their summits are within 500 bp. (**E**) RT-qPCR analysis of gene expression in 12hpf NF-YDN injected embryos. Results are shown as gene expression fold-change in NF-YDN vs control for select TALE-dependent genes. Data of three independent experiments are presented as mean fold change ± SEM of NF-YDN injected vs control embryos. Statistical test = unpaired t-test. (**F**) H3K27ac/Histone H3 signal ratio at MPADs (labeled with the name of the nearest gene) as determined by ChIP-qPCR in 9hpf control vs NF-YDN injected embryos. Data of three independent biological replicates are presented as mean fold change ± SEM of NF-YDN vs control. Statistical test: unpaired t-test. (**G**) Co-IP experiments showing interaction of Myc-Prep (left panels) and HA-Pbx4 (right panels) with Flag-NF-YB in transfected HEK293 cells. HC = Ig heavy chain. Asterisks indicate non-specific signal. (**H**) Model diagram. At blastula stages (left side) TALE binds DECA motifs (TGATTGACAG) near NF-Y motifs (CCAAT). At this stage, most binding sites are occupied by nucleosomes and those associated with developmental control genes are marked by H3K27me3 (red lollipops). Binding of TALE and NF-Y leads to deposition of H3K27ac (green lollipops) and improved accessibility. At segmentation stages (right side), TALE continues to bind DECA motifs near NF-Y motifs, but Prep also binds HEXA motifs (TGACAG) near PBX:HOX motifs (TGATTTAT). Most of the HEXA motifs lack nucleosomes and are found within 40 kb of a DECA/NF-Y site (indicated by dashed connecting line). At this stage, developmental control genes are marked by H3K27ac and are expressed.

**Figure 7—figure supplement 1.**
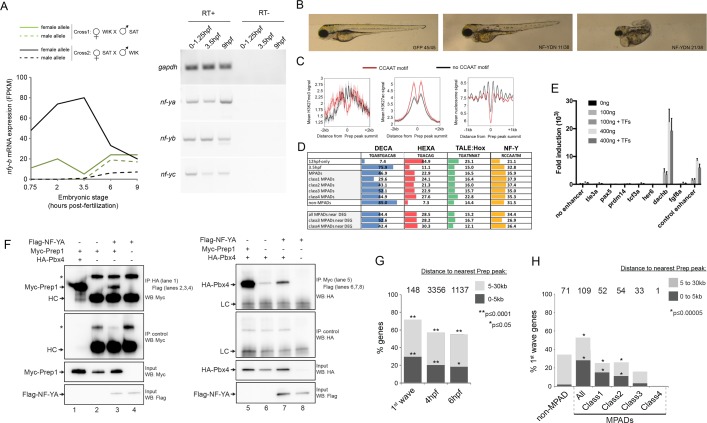
NF-Y TF regulates anterior embryonic structures and interacts with Prep and Pbx. (**A**) Left panel: Expression levels of maternal and paternal *nf-yb* transcripts during early zebrafish embryogenesis (using data from [Harvey et al., 2013]). At 3.5hpf, transcripts from the paternal allele (which requires zygotic activation) are not detected, demonstrating that only maternal *nf-yb* transcripts are present at this time point. Right panel: RT-PCR analysis on 0–1.25hpf, 3.5hpf and 9hpf zebrafish embryos demonstrating that *nf-ya, nf-yb* and *nf-yc* transcripts are maternally deposited. (**B**) Images of 4 dpf zebrafish following injection with mRNA encoding a NF-Y dominant negative construct (NFY-DN). Control *gfp* mRNA injected fish show normal wild type morphology, while 21/38 and 11/38 NF-YDN injected fish have severe or mild developmental defects, respectively. Six NF-YDN injected embryos died. Note that some developmental defects are shared with TALE KD injected embryos; for example smaller head, eyes and cardiac edema (see Figure 1—figure supplement 1A). (**C**) Average H3K27ac, H3K27me3 and nucleosome signal at TALE sites with (red line) or without (black line) adjacent NF-Y (CCAAT) motifs. (**D**) Distribution of the various binding motifs (DECA, HEXA, TALE:Hox, NF-Y) at 12hpf-only and 3.5hpf Prep-occupied sites (3.5hpf sites are further broken down into MPAD classes), as well as at Prep-occupied sites associated with TALE-GRN genes (DEG = differentially expressed genes identified by RNA-seq after TALE-KD). Numbers in boxes indicate percent of all sequences in each class that contain each of the motifs. (**E**) Reporter assays in HEK293 cells testing enhancer activity. Each element was tested in triplicate using two concentrations (100 and 400 ng) of reporter plasmid in the presence (+TF) or absence (-TF) of co-transfected TALE and NF-Y factors. Data is presented as mean ± SD fold induction over control plasmid. (**F**) Co-IP experiments showing interaction of Myc-Prep (left panels) and HA-Pbx4 (right panels) with Flag-NF-YA in transfected HEK293 cells. HC = Ig heavy chain. Asterisks indicate non-specific signal. (**G**) Localization of early zygotic genes (Lee et al., 2013) relative to Prep ChIP-seq peak summits. The number of genes within 30 kb of Prep binding sites is indicated above each bar. *p*-values for enrichment above a random set of genes were calculated using the Pearson correlation test. (**H**) Localization of first-wave zygotic genes relative to MPADs and non-MPADs. Numbers above bars indicate the number of genes within 30 kb of each type of Prep binding site. p-values for enrichment above a random set of genes were calculated using the Pearson correlation test.

The role for NF-Y in embryogenesis is not well characterized, but it has been reported that mice mutant for *nf-ya* (the DNA binding subunit of the NF-Y complex) die *in utero* prior to embryonic day 8.5 (Bhattacharya et al., 2003), consistent with a role for NF-Y in early embryogenesis. Furthermore, a study targeting zebrafish *nf-yb* with antisense morpholino oligos described a relatively mild head phenotype that was attributed to defective cartilage formation (Y.-H. Chen et al., 2009). Using a previously reported dominant negative construct (NF-YDN [Nardini et al., 2013; Mantovani et al., 1994]) to disrupt NF-Y function, we observe a small head, as well as defects in development of the eyes, heart and tail (Figure 7—figure supplement 1B). The effect of the NF-YDN is somewhat more severe than that resulting from TALE KD (Figure 1—figure supplement 1A,B), but the two phenotypes share some features – including smaller head and eyes, as well as cardiac edema – suggesting that NF-Y may also regulate the expression of genes in the TALE GRN. To test this, we analyzed expression of 21 TALE-dependent genes associated with Class 4 MPADs (out of the 34 such genes identified in Figure 6A; six of these were also confirmed as associated with NF-Y occupancy in Figure 7C) and find that 18 (86%) are downregulated upon NF-Y disruption (Figure 7E). Furthermore, NF-Y disruption leads to a decrease in H3K27ac at MPADs associated with these genes (Figure 7F), similar to our observation following disruption of TALE function (Figure 6F). A shared role for TALE and NF-Y factors in controlling H3K27ac may be broadly relevant at the blastula stage, since we find that TALE peaks with adjacent CCAAT motifs are generally associated with higher levels of H3K27ac and lower levels of H3K27me3 than TALE peaks that lack a nearby CCAAT box (Figure 7—figure supplement 1C). We do not find any differences in the distribution of NF-Y motifs among the various MPAD classes, suggesting that NF-Y is generally associated with TALE occupancy (Figure 7—figure supplement 1D). We noticed from our bioinformatics analysis that NF-Y sites occur very close to DECA sites, with the average spacing being ~20 bp (Figure 7A), raising the possibility that NF-Y may physically interact with TALE proteins. Since Prep:Pbx is a heterodimer and NF-Y is a heterotrimeric TF, we tested the ability of Prep and Pbx to bind NF-YA and/or NF-YB in pairwise combinations by co-immunoprecipitation from transfected HEK293 cells. In this context, we find that both Prep and Pbx interact with the NF-YB (Figure 7G) and NF-YA (Figure 7—figure supplement 1F) subunits, indicating that Prep:Pbx and NF-Y can form complexes. We conclude that NF-Y binds adjacent to TALE factors at DECA sites and that both factors are required for regulation of the TALE GRN, possibly by functioning in a complex.

As discussed above, genomic elements containing HEXA and PBX:HOX motifs have been shown to function as enhancers (Pöpperl et al., 1995; Jacobs et al., 1999; Ferretti et al., 2005; Choe et al., 2009; Ferretti et al., 2000; Di Rocco et al., 1997; Manzanares et al., 2001; Tümpel et al., 2007; Wassef et al., 2008), but it is not clear if elements containing DECA and NF-Y sites have such activity. In particular, most TALE GRN genes associated with Class 4 MPADs have tissue-specific expression patterns, but the TALE and NF-Y factors are ubiquitously expressed, suggesting that genomic elements containing only DECA and NF-Y sites may not be sufficient to drive gene expression. Accordingly, by testing seven DECA and NF-Y site-containing genomic elements for enhancer activity in HEK293 cells, we find that only one drives luciferase reporter expression (Figure 7—figure supplement 1E). This finding is consistent with previous reports that mis-expression of TALE factors in zebrafish embryos does not cause developmental defects (Vlachakis et al., 2001; Choe et al., 2002) and suggests that elements containing DECA and NF-Y sites function together with other regulatory elements that provide tissue-specific input (see Discussion).

## Discussion

In its previously defined role as acting in complexes with Hox TFs, Prep binds at monomeric HEXA sites near binding sites for Pbx:Hox dimers to control gene expression (Ferretti et al., 2005; Tümpel et al., 2007; Jacobs et al., 1999; Ferretti et al., 2000; Amin et al., 2015). Accordingly, our analysis detected HEXA motifs with nearby PBX:HOX motifs at Prep binding sites associated with a TALE-dependent anterior GRN in segmentation stage (12hpf) zebrafish embryos. Strikingly, we find that TALE-occupancy is associated with this GRN already at blastula stages (3.5hpf), but at this stage TALE factors instead utilize DECA sites (consisting of immediately adjacent Pbx and Prep sites). We also discovered that NF-Y binds CCAAT motifs near DECA sites and forms complexes with TALE factors. Finally, we demonstrate that TALE and NF-Y are both required for the transition to an active chromatin profile at GRN-associated genes. Hence, TALE factors control an anterior GRN throughout embryogenesis, but the choice of binding motifs and partner proteins varies such that TALE factors interact with NF-Y at DECA sites starting at blastula stages and then expand their binding repertoire to also include HEXA sites, where they interact with Pbx:Hox dimers, by segmentation stages (see summary model in Figure 7H).

Although DECA sites were identified previously (Penkov et al., 2013; De Kumar et al., 2017; Laurent et al., 2015; Knoepfler and Kamps, 1997; Chang et al., 1997), they have not been assigned a biological function. Our experiments now reveal that genomic elements containing DECA and NF-Y motifs may not be sufficient to act as enhancers. Instead, TALE and NF-Y bind many of these elements prior to the appearance of active chromatin marks. Indeed, we note that many genomic loci bound by Prep at 3.5hpf are highly occupied by nucleosomes (Figures 3E and 4A), indicating that Prep can access its binding sites in compacted embryonic chromatin. Furthermore, we find that TALE factors are required for the deposition of H3K27ac marks at these elements (Figure 6F). This may be a general function of TALE factors since several TALE proteins bind CBP (Choe et al., 2009; Saleh et al., 2000) – the enzyme responsible for H3K27 acetylation (Tie et al., 2009) – and Pbx reportedly promotes active chromatin in a breast cancer cell line (Magnani et al., 2011). Additionally, NF-Y contains a histone-fold and makes both specific and non-specific contacts with DNA (Nardini et al., 2013), suggesting that NF-Y may access its binding site by displacing histones. Hence, the joint activity of TALE and NF-Y may represent a pioneer function (Iwafuchi-Doi and Zaret, 2016) that permits access to DECA/NF-Y sites in compacted chromatin (see summary model in Figure 7H). Although only ~50% of TALE-occupied sites are associated with a NF-Y motif at 3.5hpf, there are also nearby motifs for SP/KLF (Figure 7A) and KLF4 is a pioneer factor (Soufi et al., 2015) that binds TALE proteins (Bjerke et al., 2011), suggesting that TALE proteins may act together with various other TFs in a pioneer role at DECA sites.

We find that many of the TALE-dependent genes identified by our analysis are expressed in the anterior embryo. Since TALE and NF-Y factors are present ubiquitously, this suggests that additional tissue-restricted inputs are required to achieve spatially appropriate expression of these genes during embryogenesis. We therefore hypothesize that TALE and NF-Y pioneer activity is required for nearby tissue-specific enhancers to become functional (see summary model in Figure 7H). In fact, the additional Prep-occupied sites that emerge by 12hpf may represent such tissue-specific enhancers. Some of these sites contain monomeric HEXA motifs near PBX:HOX motifs in an arrangement found at many hindbrain enhancers (Grice et al., 2015) and they are enriched near DECA/NF-Y sites. These 12hpf Prep sites contain not only PBX:HOX binding sites, but also motifs for other tissue-specific TFs (such as myogenic factors) indicating that DECA/NF-Y motifs may play a general role in promoting access to enhancers. We also note that TALE factors arose prior to Hox genes in evolution (Bürglin and Affolter, 2016; Hrycaj and Wellik, 2016; Holland, 2013), suggesting that TALE activity at DECA sites may represent an original function and that TALE factors may have been subsequently co-opted to function together with tissue-specific TFs.

Maternally deposited material controls embryonic development in zebrafish until 3hpf-4hpf. Indeed, TALE and NF-Y are maternally deposited in zebrafish ([Deflorian et al., 2004; Choe et al., 2002; Waskiewicz et al., 2002; Chen et al., 2009]; Figure 2—figure supplement 1A,B; Figure 7—figure supplement 1A) and by 3.5hpf – the stage when we carried out our ChIP-seq analysis – zygotic Prep, Pbx and NF-Y expression is not yet detectable (Figure 2—figure supplement 1A, Figure 7—figure supplement 1A). Hence, the initial activity of TALE and NF-Y at DECA/NF-Y sites at 3.5hpf is likely maternally directed, while DECA/NF-Y sites and HEXA/PBX:HOX sites detected at 12hpf are more likely occupied by zygotically produced factors. Differences between maternally and zygotically controlled stages of embryogenesis may also explain why Prep binds HEXA sites efficiently at 12hpf, but not at 3.5hpf. Specifically, it is possible that Prep cannot bind HEXA sites as a monomer but requires the cooperation of tissue-specific TFs (such as Hox proteins) that are not present maternally. Indeed, our recent work demonstrated that binding of Meis proteins (that are closely related to Prep proteins) to HEXA motifs is stabilized by Hox proteins in segmentation stage mouse embryos (Amin et al., 2015).

Prep binds many genomic loci in the 3.5hpf embryo and these sites display diverse chromatin states, such that Class 1 and 2 MPADs are associated with genes expressed by 6hpf, Class 4 MPADs with genes expressed by 12hpf and non-MPADs with genes expressed at later stages of embryogenesis (Figures 4F–G and 5C–D, Figure 5—figure supplement 1). While our functional analysis indicates that primarily genes associated with Class 4 MPADs are affected by TALE KD (Figure 6D), this is likely a result of our choosing the 12hpf timepoint for RNA-seq. Indeed, we show that non-MPADs continue to transition to an active chromatin state at least until 24hpf (Figure 5—figure supplement 1), but any genes that become expressed as a result of this transition would not have been detected by our analysis. For instance, muscle differentiation involves TALE function (Berkes et al., 2004; Knoepfler et al., 1999) and Prep peaks are found near genes involved in myogenesis (Figure 2E). 

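The myogenic genes of Figure 1E are myog and meox1. At 12hpf myog was at 3.12, 4.09 and 4.08 CPM in control replicates 1, 2 and 3 and at 0.307, 0.446 and 0.451 CPM in the TALE KD replicates, a log2 fold-change of -3.16 (standard error 0.24, adjusted p = 5.94e-04, edgeR) that stayed between -3.29 and -3.05 with each library left out in turn. The more abundant meox1 was at 175, 179 and 204 CPM in the controls and 92.6, 104 and 145 CPM in TALE KD libraries, a log2 fold-change of -0.70 (standard error 0.15). Its adjusted p of 0.0244 did not pass over all 6 libraries, but that with the replicate number as a block did (2.87e-05, edgeR).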

Although expression of myogenic genes is somewhat affected in TALE KD embryos (Figure 1D,E) much of muscle differentiation takes place after 12hpf suggesting that this expression effect would be more pronounced at later stages. Accordingly, the effect of TALE factors at Class 3 MPAD-associated genes is less pronounced (Figure 6D), possibly because these genes are involved in muscle development (Figure 6C). Genes associated with Class 1 and 2 MPADs are only mildly TALE-dependent (Figure 6D). Strikingly, ~70% of ‘first-wave’ genes (ones activated by maternal factors in the early zygote [Lee et al., 2013]) are located near Prep peaks (Figure 7—figure supplement 1G) – particularly near Class 1 and 2 MPADs (Figure 7—figure supplement 1H) – but expression of these genes is not affected by TALE KD (Figure 1—figure supplement 1D–F). The reason for this is not clear, but the pluripotency factors Nanog, Pou5fl and SoxB1 are required for expression of first-wave genes (Leichsenring et al., 2013; Lee et al., 2013) and may act redundantly with TALE and NF-Y at these early stages. Accordingly, our RNA-seq analysis found that expression of *nanog, pou5fl* and *soxB1* is not disrupted in TALE KD embryos. 

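Of nanog, pou5f3 and the soxB1 genes, 6 were expressed highly enough to be tested at 6hpf, with log2 fold-changes from -0.09 to 0.12 in TALE KD embryos. None had an adjusted p of at most 0.01, and 0 had an unadjusted p under 0.05 (edgeR). At this stage nanog was at 97.7 ± 18.9 CPM in control and 106 ± 16.3 CPM in TALE KD libraries, and pou5f3 at 2001 ± 72.5 and 1959 ± 111 CPM. The signs at 6hpf reversed with 1 library left out for nanog, pou5f3, sox3, sox19a and sox19b. At 12hpf all 8 genes were tested. The level of pou5f3 went from 22.9 ± 1.74 to 32.5 ± 1.41 CPM, a log2 fold-change of 0.50 (adjusted p = 0.00707, edgeR) that is smaller than 1.5-fold. That of nanog went from 3.43 ± 0.481 to 6.32 ± 0.615 CPM, a log2 fold-change of 0.87 (adjusted p = 0.0125, or 7.82e-04 with the replicate number as a block, edgeR), which would be called with the block. The soxB1 gene sox1a fell from 12.6 ± 0.232 to 8.28 ± 0.297 CPM and was the one gene of this group that was called (log2 fold-change -0.61, adjusted p = 0.00565, edgeR), but of the edgeR fits with 1 library left out it was called only in the one without TALE KD replicate 3. For sox3, sox19a and sox19b the log2 fold-changes were -0.48, -0.22 and -0.26, with adjusted p of 0.0221, 0.0131 and 0.0257 (edgeR). With the block these were 3.32e-05, 0.00200 and 0.00220 (edgeR), each change being smaller than 1.5-fold. For sox2 and sox1b they were -0.15 and -0.27, within the spread of the replicates (adjusted p = 0.281 and 0.250, edgeR).

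**Figure D2:**
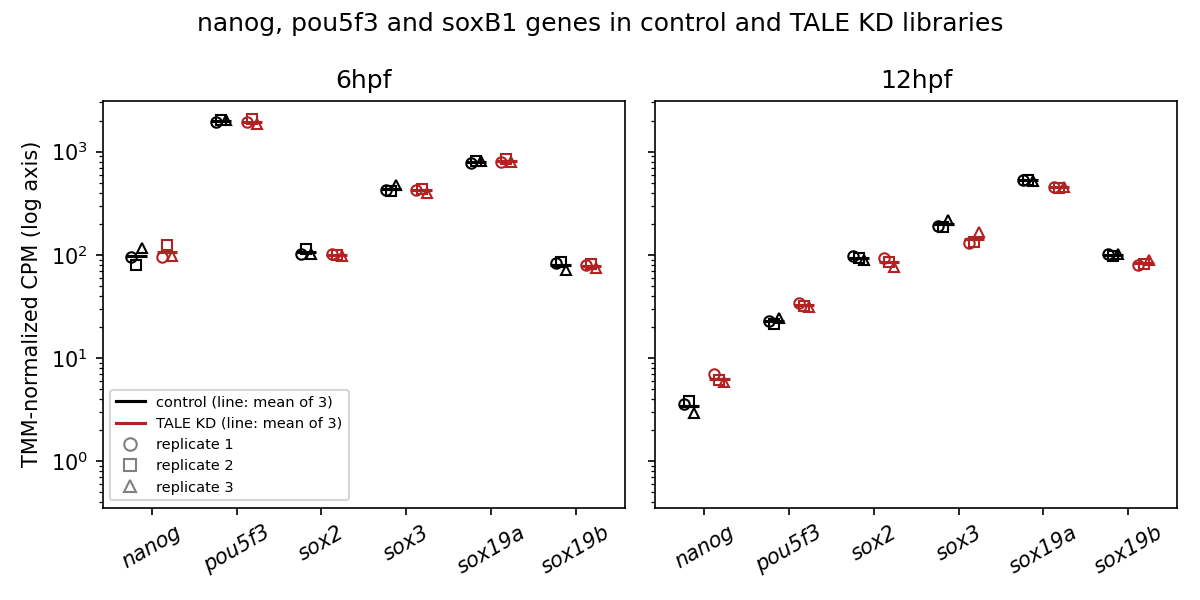
TMM-normalized CPM (log axis) of nanog, pou5f3, sox2, sox3, sox19a and sox19b in the 3 control (black) and 3 TALE KD (red) libraries at 6hpf (left) and 12hpf (right), with symbols for replicates 1, 2 and 3 and lines for the group means. The groups overlap for each gene at 6hpf, while nanog and pou5f3 lie higher in all TALE KD libraries at 12hpf.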

Alternatively, the onset of the knockdown effect may be delayed, preventing it from disrupting early TALE activity required for first-wave gene expression.

Lastly, TALE factors act as oncogenes in several systems and have been specifically implicated in various types of leukemia (Kamps and Baltimore, 1993; Nourse et al., 1990; Moskow et al., 1995). Their oncogenic potential has generally been considered in the context of their action as transcription cofactors to Hox proteins (Eklund, 2007). Our finding that TALE factors use additional binding motifs and interaction partners, as well as their ability to promote an active chromatin state, suggests that this model should be expanded to also consider non Hox-related mechanisms for TALE factor-mediated leukemogenesis.

## Materials and methods

**Key resources table:** 

Reagent type or resources	Designation	Source or reference	Identifier	Additional information
Antibody	Rabbit polyclonal anti-Prep	(Choe et al., 2014)	N/A	
Antibody	Rabbit polyclonal anti-Pbx4	(Choe et al., 2014)	N/A	
Antibody	Rabbit polyclonal anti-NF-YB	Santa-Cruz	sc13045	RRID:AB_2152107
Antibody	Rabbit polyclonal anti-H3K27ac	Abcam	ab4729	RRID:AB_2118291
Antibody	Rabbit polyclonal anti-Histone H3	Abcam	ab1791	RRID:AB_302613
Antibody	Mouse monoclonal anti-Myc	Roche	11667149001	RRID:AB_390912
Antibody	Mouse monoclonal anti-Flag	Sigma-Aldrich	F3165	RRID:AB_259529
Antibody	Rabbit polyclonal anti-HA	Abcam	ab9110	RRID:AB_307019
Antibody	Rabbit polyclonal anti-IgG control	Abcam	ab46540	RRID:AB_2614925
Antibody	Mouse polyclonal anti-IgG control	Millipore	12-371b	RRID:AB_2617156
Antibody	Anti-mouse IgG, HRP-linked secondary antibody	GE healthcare	LNA91V/AG	
Antibody	Anti-mouse IgG, Alexa Fluor 488 conjugated secondary antibody	Molecular Probes	A11001	RRID:AB_2534069
Antibody	Mouse monoclonal 3A10	Developmental Studies Hybridoma bank	531874	RRID:AB_531874
Antibody	Anti-rabbit IgG, HRP-linked secondary antibody	Jackson Laboratories	211-032-171	RRID:AB_2339149
Antibody	Lipofectamine 2000	Invitrogen	52887	
Strain, strain background (*E. coli*)	Subcloning Efficiency DH5α Competent Cells	ThermoFisher Scientific	18265017	
Chemical compound, drug	4-Thiouridine	Santa-Cruz	sc204628	
Chemical compound, drug	EZ-Link HPDP-Biotin	Pierce	21341	
peptide, recombinant protein	Dynabeads MyOne Streptavidin C1	ThermoFisher Scientific	65001	
peptide, recombinant protein	Protein-A Dynabeads	ThermoFisher Scientific	10001D	
Commercial assay or kit	TruSeq ChIP Library Preparation Kit	Illumina	IP-202–1012	
Commercial assay or kit	TruSeq Stranded mRNA LT sample prep Kit	Illumina	RS-122–2101	
Commercial assay or kit	mMESSAGE mMACHINE SP6 Transcription Kit	ThermoFisher Scientific	AM1340	
Commercial assay or kit	Q5 Site-Directed Mutagenesis Kit	New England Biolabs	E0554S	
Other	Prep ChIP-seq and Inputs in 3.5hpf zebrafish embryos	This paper	GEO	Deposited data
Other	Prep ChIP-seq and Inputs in 12hpf zebrafish embryos	This paper	GEO	Deposited data
Other	TALE knock-down and control RNA-seq in 6hpf zebrafish embryos	This paper	GSE102662	Deposited data
Other	TALE knock-down and control RNA-seq in 12hpf zebrafish embryos	This paper	GSE102662	Deposited data
Other	Prep1 ChIP-seq and Inputs in mESCs, WIG files	(Laurent et al., 2015)	GSM1545025 and GSM1545026	Deposited data
Other	ATAC-seq in 4hpf zebrafish embryos, fastq files	(Kaaij et al., 2016)	SRR2747531	Deposited data
Other	H3K4me1 ChIP-seq in 4.5hpf zebrafish embryos, WIG files	(Bogdanovic et al., 2012)	GSM915193	Deposited data
Other	H3K4me3 ChIP-seq in 4.5hpf zebrafish embryos, WIG files	(Bogdanovic et al., 2012)	GSM915189	Deposited data
Other	H3K27ac ChIP-seq in 4.5hpf zebrafish embryos, WIG files	(Bogdanovic et al., 2012)	GSM915197	Deposited data
Other	H3K27ac ChIP-seq in 9hpf zebrafish embryos, WIG files	(Bogdanovic et al., 2012)	GSM915198	Deposited data
Other	H3K27ac ChIP-seq in 24hpf zebrafish embryos, WIG files	(Bogdanovic et al., 2012)	GSM915199	Deposited data
Other	H3K27me3 ChIP-seq in 4.5hpf zebrafish embryos, WIG files	(Zhang et al., 2014)	GSM1081557	Deposited data
Other	MNase-seq in 4.5hpf zebrafish embryos, WIG files	(Zhang et al., 2014)	GSM1081554	Deposited data
Other	RNA-Pol2 ChIP-seq in 4.5hpf zebrafish embryos, WIG files	(Zhang et al., 2014)	GSM1081560	Deposited data
Other	MeDIP-seq (Methyl CpG) in 4.5hpf zebrafish embryos, BedGraph files	(Lee et al., 2015)	GSM1274386	Deposited data
Other	NF-YA ChIP-seq in mESCs	(Oldfield et al., 2014)	GSM1370111	Deposited data
Other	H3K4me1 in mESCs, BigWig files	ENCODE www.encodeproject.org	GSM1000121	Deposited data
Other	H3K4me3 in mESCs, BigWig files	ENCODE www.encodeproject.org	GSM1000124	Deposited data
Other	H3K27ac in mESCs, BigWig files	ENCODE www.encodeproject.org	GSM1000126	Deposited data
Other	H3K27me3 in mESCs, BigWig files	ENCODE www.encodeproject.org	GSM1000089	Deposited data
Other	DNase-seq in mESCs, BigWig files	ENCODE www.encodeproject.org	GSM1014154	Deposited data
Other	MeDIP-seq (Methyl CpG) in mESCs	(C.-C. Chen et al., 2013)	GSM859494	Deposited data
Cell line (Human)	HEK-293T cells	ATCC	ATCC CRL-3216	RRID:CVCL_0063
Strain, strain background (Zebrafish)	strain EKW	Ekkwill breeders	http://www.ekkwill.com/	
Other	Oligonucleotides			See Supplementary file 5
Recombinant DNA	6xMyc-Prep1.1 in PCS2 + MT	(Choe et al., 2002)	N/A	
Recombinant DNA	HA-Pbx4 in PCS2+	(Choe et al., 2009)	N/A	
Recombinant DNA	Flag-NF-YA in PCS2+	This Paper	N/A	
Recombinant DNA	Flag-NF-YB in PCS2+	This Paper	N/A	
Recombinant DNA	NF-YDN in PCS2+	This paper	N/A	
Recombinant DNA	pGL3-Promoter vector	Promega	E1761	
Recombinant DNA	Tle3 element in pGL3 Promoter vector	This paper	N/A	
Recombinant DNA	Pax5 element in pGL3 Promoter vector	This paper	N/A	
Recombinant DNA	Prdm14 element in pGL3 Promoter vector	This paper	N/A	
Recombinant DNA	Tcf3a element in pGL3 Promoter vector	This paper	N/A	
Recombinant DNA	Her6 element in pGL3 Promoter vector	This paper	N/A	
Recombinant DNA	Dachb element in pGL3 Promoter vector	This paper	N/A	
Recombinant DNA	Fgf8 element in pGL3 Promoter vector	This paper	N/A	
Recombinant DNA	pGL3-Control vector	Promega	E1741	
Software, algorithm	FastQC	Babraham Institute	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/	RRID:SCR_014583
Software, algorithm	FastQ Screen	Babraham Institute	https://www.bioinformatics.babraham.ac.uk/projects/fastq_screen/	RRID:SCR_000141
Software, algorithm	Trimmomatic 0.32	(Bolger et al., 2014)	https://github.com/timflutre/trimmomatic	RRID:SCR_011848
Software, algorithm	Bowtie 2.2.3	(Langmead and Salzberg, 2012)	https://github.com/BenLangmead/bowtie2	RRID:SCR_005476
Software, algorithm	SAMtools 0.1.19	(Li et al., 2009)	https://github.com/samtools/samtools	RRID:SCR_002105
Software, algorithm	MACS 2.1.0.20140616	(Zhang et al., 2008)	https://github.com/taoliu/MACS	
Software, algorithm	RSEM 1.2.28 in the Dolphin interface of University of Massachuetts Worcester Biocore	(Li and Dewey, 2011)	http://www.umassmed.edu/biocore/introducing-dolphin/	RRID:SCR_013027
Software, algorithm	DESeq2 in the Dolphin interface of University of Massachuetts Worcester Biocore	(Anders and Huber, 2010)	http://www.umassmed.edu/biocore/introducing-dolphin/	RRID:SCR_015687
Software, algorithm	Galaxy web interface	(Goecks et al., 2010)	https://usegalaxy.org	RRID:SCR_006281
Software, algorithm	BedTools in galaxy	(Quinlan and Hall, 2010)	https://usegalaxy.org	RRID:SCR_006646
Software, algorithm	DeepTools in galaxy	(Ramírez et al., 2014)	https://usegalaxy.org	
Software, algorithm	MEME-ChIP	(Machanick and Bailey, 2011; Bailey et al., 2009)	http://meme-suite.org/tools/meme-chip	RRID:SCR_001783
Software, algorithm	DAVID 6.8	(Huang et al., 2009b, 2009a)	https://david.ncifcrf.gov/	RRID:SCR_001881
Software, algorithm	GREAT 3.0.0	(McLean et al., 2010; Hiller et al., 2013)	http://bejerano.stanford.edu/great/public/html	RRID:SCR_005807
Other	anti-Prep1.1 morpholino oligonucleotide	Gene Tools, LLC	N/A	
Other	5'-TGGACACAGACTGGGCAG CCATCAT-3'Fluorescein	(Deflorian et al., 2004)		
Other	anti-Pbx2 morpholino oligonucleotide	Gene Tools, LLC	N/A	
Other	5'-CCGTTGCCTGTGATG GGCTGCTGCG-3'	(Erickson et al., 2007)		
Other	anti-Pbx4 morpholino oligonucleotide	Gene Tools, LLC	N/A	
Other	5'-AATACTTTTGAGCCGA ATCTCTCCG-3'	(Erickson et al., 2007)		

### Animal care

All procedures on zebrafish adults and embryos were approved by the University of Massachusetts Institutional Animal Care and Use Committee (IACUC). EKW zebrafish were kept in groups of 10 individuals under constant water flow at 28°C. To collect embryos, 2 males and three females were crossed for 30 min. Subsequently, the embryos were collected in egg water (60 ug/ml of instant ocean salts, 0.0002% methylene blue). After 2 hr, dead and un-fertilized embryos were manually removed and the remainder left to develop until they reached the appropriate developmental stage and then used in the experimental procedures described below.

### Interference with protein function in embryos

Injection of capped messenger RNAs encoding an NF-Y or a Prep/Meis dominant negative protein (NF-YDN and PBCAB, respectively [Mantovani et al., 1994; Choe et al., 2002]) or a cocktail of morpholino antisense oligonucleotides directed against the TALE proteins, were used to interfere with NF-Y and TALE function. TALE knockdown was achieved by injection of antisense morpholino oligos (MOs) targeting *pbx2, pbx4* and *prep1.1* as reported previously (Deflorian et al., 2004; Waskiewicz et al., 2002). The use of MOs is necessitated by the fact that mutant lines are not available for all TALE factors, and the existing mutants are embryonic lethal. Hence, MOs allow us to produce the large number of embryos required for RNA-seq and ChIP-qPCR experiments. Importantly, the phenotype of *pbx4* MO-injected embryos is indistinguishable from that of *pbx4* mutant embryos (Waskiewicz et al., 2002), demonstrating that *pbx4* MOs are specific. *prep1.1* MOs produce the same phenotype as *pbx4* mutants (Deflorian et al., 2004), as expected of proteins acting together in a dimer. *prep1.1* MOs also produce the same phenotype as embryos injected with a dominant negative construct disrupting Prep/Meis function (Choe et al., 2002), further indicating that the knockdown is specific.

Sample size was not selected based on statistical analysis, but on previous published reports demonstrating that these reagents produce phenotypes in >85% of injected embryos (Deflorian et al., 2004; Waskiewicz et al., 2002; Choe et al., 2014; Mantovani et al., 1994). Embryos were randomly selected for inclusion in injected or control pools. Dead animals were excluded from RNA-seq and ChIP-seq experiments, but not from phenotypic analyses in Figure 1—figure supplement 1 and Figure 7—figure supplement 1. No other animals were excluded. Experiments were not blinded.

#### In vitro synthesis of capped mRNAs

PCS2 + plasmids containing the NF-YDN or PBCAB coding sequence was linearized by NotI digest and purified with a PCR purification kit column (Qiagen). Capped messenger RNAs were synthesized using the SP6 mMessage mMachine kit (ThermoFisher Scientific) from 2 ug of linearized plasmid following manufacturer's instructions. The DNA template was then removed by the addition of 2 µl of TURBO DNase and incubation at 37°C for 15 min. Subsequently, synthesized capped mRNAs were purified on the RNeasy kit columns (Qiagen), quantified on a Nanodrop (ThermoFisher Scientifics) and their quality assessed on a 2% agarose gel.

#### Injections into zebrafish embryos

300 pg of mRNA or a mixture of morpholinos (Prep1.1, Pbx2 and Pbx4 at 2.7 ng each) mixed with water and 0.1% phenol red dye were injected into 1 to 2 cell stage zebrafish embryos. Following the injection, embryos were raised to the desired time point and used for experimental procedures.

### Assessment of TALE loss of function phenotype

For whole-mount immunostaining, 48hpf embryos were fixed in 4% paraformaldehyde/8% sucrose/1x PBS overnight. Fluorescent staining with the 3A10 primary antibody (1:100; Developmental Studies Hybridoma Bank) and the goat anti-mouse Alexa Fluor 488 secondary antibody (1:200; Molecular Probes A11001) was used to detect Mauthner neurons. For assessment of cartilage formation, 5dpf embryos were fixed in 4% paraformaldehyde/1X PBS overnight, bleached in 30% hydrogen peroxide for 2 hr and stained overnight in 1% HCL/70% ethanol/0.1% alcian blue.

### Identification of in vivo TF binding sites

#### ChIP-seq

Groups of 500 zebrafish embryos (total of 10,000 at 3.5hpf and 5000 at 12hpf per biological replicate) were dissociated in 1XPBS by pipetting and fixed for 10 min in 1% formaldehyde. Fixation was stopped by the addition of glycine to a final concentration of 125 mM and cells were pelleted and frozen in liquid nitrogen. Subsequently, cell pellets were processed following a ChIP protocol described previously (Amin et al., 2015). Nuclei were extracted by the addition of 500 μl L1 buffer (50 mM Tris-HCl pH8.0, 2 mM EDTA, 0.1% NP-40, 10% glycerol, 1 mM PMSF) followed by incubation for 5 min on ice and pelleted by centrifugation (3000 rpm, 5 min at 8°C). Nuclei were lysed in 300 μl SDS lysis buffer (50 mM Tris-HCl pH8.0, 10 mM EDTA, 1% SDS) and chromatin sheared into smaller fragments (300 bp on average) by 3 rounds of sonication with a Palmer sonicator (10 s ON – 2 s OFF for a total of 1 min per round, amplitude 40%).

Samples were diluted 10 times in dilution buffer (50 mM Tris-HCl pH8.0, 5 mM EDTA, 200 mM NaCl, 0.5% NP-40, 1 mM PMSF) and pre-cleared by the addition of 50 μl protein-A dynabeads (ThermoFisher Scientific) and incubation for 3 hr at 4°C. After removal of the beads, 10 ul of anti-Prep or pre-bleed antiserum was added (Key Resources Table). Immune complexes were precipitated by the addition of 50 μl of protein-A dynabeads (ThermoFisher Scientific) and incubated for 3 hr at 4°C. Beads were washed five times in wash buffer (20 mM Tris-HCl pH8.0, 2 mM EDTA, 500 mM NaCl, 1% NP-40, 0.1% SDS, 1 mM PMSF), three times in LiCl buffer (20 mM Tris-HCl pH8.0, 2 mM EDTA, 500 mM LiCl, 1% NP-40, 0.1% SDS, 1 mM PMSF) and three times in TE buffer (10 mM Tris-HCl pH8.0, 1 mM EDTA, 1 mM PMSF).

Chromatin fragments were eluted by the addition of 50 μl of freshly made elution buffer (10 mM Tris-HCl pH8.0, 1 mM EDTA, 2% SDS) and incubation at 25°C for 15 min followed by an incubation at 65°C for another 15 min. Then, DNA fragments were reverse cross-linked by adding 2.5 μl of 5M NaCl and incubating at 65°C O/N. Finally, DNA fragments were recovered in 10 μl nuclease free water using a PCR purification mini-elute kit (Qiagen).

ChIP DNA fragments and their corresponding input were quantified on a Qubit with the dsDNA HS assay kit (ThermoFisher Scientific). 10 ng of DNA was used for library preparation using the Tru-seq ChIP Sample Preparation Guide (Illumina Inc). For samples containing less than 10 ng of DNA the entire eluted DNA was used. Briefly, sample DNA was blunt-ended and phosphorylated, and a single 'A' nucleotide added to the 3' ends of the fragments in preparation for ligation to an adapter with a single-base 'T' overhang. Omitting the size selection step, the ligation products were then PCR-amplified to enrich for fragments with adapters on both ends. Libraries were sequenced on an Illumina HiSeq2500 Sequencer.

#### ChIP-qPCR

The ChIP protocol for ChIP-qPCR is the same as described in the ChIP-seq section above except that a total of 1000 wild-type or injected embryos were collected for NF-YB and Pbx4 ChIPs and 200 embryos for Histone H3 and H3K27ac ChIPs. The following antibodies were used: 10 µl of anti-Prep1.1 and anti-Pbx4 in house sera and their corresponding pre-bleed control sera; 8 µg of anti-NF-YB rabbit polyclonal antibody and control rabbit polyclonal IgG. The relative quantification of select genomic regions was determined by qPCR using specific primers pairs (see Supplementary file 5) and 2 µl of ChIP DNA eluate.

### Quantification of gene expression

#### Total RNA extraction from zebrafish embryos

Total RNA from 50 to 100 6hpf or 12hpf zebrafish whole embryos was extracted with the RNeasy kit (Qiagen) following manufacturer's instructions. Total RNA was then used in RNA-seq and RT-qPCR reactions.

#### RNA-seq

Total RNA quantification and quality assessment was performed on a Bioanalyzer (Agilent) and only total RNAs with a RNA Integrity Number above nine were further considered. Then, 3 ug of total RNA was used to construct RNA-seq libraries with the Illumina Truseq stranded mRNA library kit after PolyA + RNA enrichment. The quality and size of the fragments was determined on a Bioanalyzer (Agilent) and single-end 100 bp reads were generated on a Hi-Seq sequencer at the molecular biology core of the University of Massachusetts Medical School.

#### RT-qPCR

500 ng to 1 µg of total RNA was reverse transcribed using the high capacity cDNA kit (ThermoFisher Scientific). The relative quantity of select mRNAs was determined by qPCR: each 25 ul total PCR reaction contained 2 µl of cDNA diluted 10-fold, 0.2 mM of each specific primer (see Supplementary file 5) and qPCR master mix (Biotool) to a 1X final concentration. The reactions were loaded onto a 7300 real-time PCR system (Applied Biosystems).

### Generation of expression vectors

Myc-Prep1.1 (NM_131891.3), HA-Pbx4 (NM_131447.1) encoding plasmids were described previously (Choe et al., 2009, 2002). Flag-NF-YA and Flag-NF-YB plasmids were generated by PCR amplification of the zebrafish NF-YA (NM_001082795.1) and NF-YB (NM_001013322.2) coding sequences from 24hpf zebrafish cDNA using specific primers bearing EcoRI/XhoI and XbaI/SnabI restriction sites respectively. The amplified sequences were then introduced into a PCS2 + plasmid backbone. Subsequently, a Flag tag sequence was PCR amplified from a p3xFLAG-CMV−7.1 vector using specific primers bearing EcoRI (for NF-YA) or StuI/XbaI (for NF-YB) and cloned 5' to the NF-YA or B coding sequences. The NF-YDN plasmid was constructed as previously described (Mantovani et al., 1994). Briefly, three point mutations (R^279^A, G^280^A, D^281^A) located in the conserved NF-YA DNA binding domain, preventing NF-YA DNA binding but not interactions with the other members of the NF-Y complex, were introduced using the Q5 site directed mutagenesis kit (New England Biolabs) and primers bearing the mutations. Plasmids for luciferase reporter assays were generated by amplifying ~500 bp genomic fragments containing the Prep binding sites associated with the *tle3a, pax5, prdm14, tcf3a, her6, dachb* and *fgf8* loci (using the primers listed in Supplementary file 5) and cloning into the XhoI sites of the pGL3-Promoter vector (Promega E1761)

All the plasmids were validated by Sanger sequencing, amplified in DH5α bacterial cells and extracted using the PureLink HiPure Plasmid Midiprep Kit (ThermoFisher Scientific). All primer sequences can be found in Supplementary file 5.

### Luciferase assays and assessment of protein-protein interactions

#### Transfection

3 × 10^6^ HEK-293T cells were seeded on 10 cm dishes and allowed to grow overnight in antibiotic-free growth medium (DMEM (Gibco) supplemented with 10% FBS (Hyclone)). HEK293T cells were obtained from ATCC (ATCC CRL-3216). These cells were not independently authenticated and were not tested for mycoplasma. The next day, the cells were incubated for 5 hr in Opti-MEM (Gibco) medium containing a mixture of plasmid DNA and Lipofectamine 2000 (Invitrogen) following manufacturer’s instructions. Subsequently, the cells were incubated overnight in fresh antibiotic-free growth medium.

#### Immunoprecipitation of TALE-NF-Y protein complexes

Transfected cells were lysed in 4 mL of ice cold Co-IP Buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.2 mM EDTA, 1 mM DTT, 0.5% Triton X100, 1X Complete Protease Inhibitor (Roche)) and incubated on ice for 30 min. Cell lysates were centrifuged at 2,000 g for 10 min at 4°C to remove cell debris and pre-cleared by incubation at 4°C after the addition of 50 μL of Protein A/G Agarose Beads blocked in 1% BSA for 1 hr (Roche). To immunoprecipitate the target protein, 8 μg of the appropriate antibody (see Key Resources Table) was added to each sample before incubation at 4°C overnight. The next morning 40 μL of Protein A/G Agarose beads blocked with 1% BSA was added and each sample incubated for 4 hr at 4°C. Non-specific binding was eliminated by five washes in 1 mL of Co-IP Buffer. Finally, the immune-complexes were eluted in 80 μL of 1X Laëmmli Buffer (Biorad) containing 2.5% beta-mercaptoethanol and agitated for five minutes at 95°C.

#### Western blot

20 μL of each IP sample or 13 μL of each Input sample were loaded onto a 4–20% gradient polyacrylamide gel (Bio-Rad) and the proteins separated at 200V until the dye front reached the end of the gel. The separated proteins were then transferred onto a methanol-activated PVDF membrane at 100V for one hour. After incubation for one hour in blocking buffer (5% non-fat dehydrated milk in Tris Buffered Saline with Tween (TBST; 50 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% Tween 20)) the membranes were probed with specific antibodies (see Key Resources Table) diluted in TBS-Tween plus 5% BSA and incubated overnight at 4°C. The next day after four washes of 10 min in TBS-Tween the membrane were probed with the appropriate secondary antibody diluted in TBS-Tween plus 5% BSA and incubated at 4°C for two hours. After four washes of ten minutes in TBS-Tween the ECL reaction was performed and chemiluminescence detected with a LAS3000 (Fuji) machine.

#### Luciferase reporter assay

For the reporter assays, 100 or 400 ng of each luciferase reporter plasmid was co-transfected (see above for transfection protocol) with 200 ng of each TF (Meis, Pbx, NF-YA and NF-YB) or with 800 ng of control plasmid, as well as together with 50 ng of a plasmid expressing *renilla* luciferase. Luciferase was quantified using the DualGlo Luciferase system (Promega E2920) in a Perkin Elmer Envision 2104 Multiplate reader and firefly luciferase levels were normalized to *renilla* levels. Each assay was performed in triplicate and is presented as mean fold induction ± SD over transfection with empty vector. A vector containing the SV40 enhancer (pGL3-Control vector; Promega E1741) was used as positive control.

### Quantification and statistical analysis

Analysis of expression and ChIP data was done as outlined below using standard bioinformatics packages. Default statistics tools included in each package were used (except as indicated) and the exact parameters for each type of analysis are listed below.

### Processing of RNA-seq data

Fastq files containing strand specific trimmed and filtered reads were processed using the University of Massachusetts Medical School Dolphin web interface (see Key Resources Table). Reads were quality checked with FastQC aligned to the DanRer10 zebrafish transcriptome and normalized gene expression TPM (Transcripts Per Million) values calculated using RSEM_v1.2.28 with parameters -p4 --bowtie-e 70 --bowtie-chunkmbs 100 (Li and Dewey, 2011). Identification of differentially expressed genes (DEGs) was performed with DeSeq2 (Anders and Huber, 2010) on three independent biological replicates for each control or TALE KD conditions except for RNA-seq data of TALE KD vs Control embryos at 12hpf. In this latter experiment one outlier replicate was excluded from the analysis. DeSeq2 identified DEG with *p*-adj ≤0.05 (Benjamini and Hochberg FDR) and to compensate for the loss of one biological replicate only DEGs with *p*-adj ≤0.01 were used in all subsequent analyses.

### Processing of ChIP-seq data

Fastq files for ChIP-seq analysis contained 101 bp paired-end sequence for Prep 3.5hpf and 12hpf, two biological replicates each, and matched input-DNA controls. After an assessment of the raw sequence quality using FastQC (Babraham Institute. n.d, 2016) and Fastq-screen (Babraham Institute. n.d, 2016) the sequence reads were filtered to remove any remaining adapter sequence or poor quality 3’ end sequence using Trimmomatic version 0.32 (Bolger et al., 2014). Default parameters for ILLUMINACLIP and SLIDINGWINDOW were used. MINLENGTH was set to 50 bp, except for Prep 3.5hpf replicate 2 with which 36 bp was used. The reads were then mapped to the GRCz10 (danRer10/September 2014) release of the entire zebrafish genome from the UCSC browser (Tyner et al., 2017) using Bowtie2 version 2.2.3 (Langmead and Salzberg, 2012). The output SAM file was further filtered to remove reads with poor mapping quality and discordant mapped read pairs, using SAMtools view version 0.1.19 (Li et al., 2009) (with flags used -f 2 -q30). Peak calling was performed using MACS2 version 2.1.0.20140616 (Zhang et al., 2008), excluding reads that mapped to the mitochondrial genome and unassembled contigs in the assembly. Default parameters were used, except that the effective genome size was set to 1.03e9 (this equates to 75% of the total genome sequence, excluding ‘N’ bases. The *q*-value threshold was set to 0.05. Candidate binding regions were then filtered to retain those with a fold enrichment of ≥10. Upon applying these criteria, we noticed that one biological replicate for each ChIP-seq experiment (3.5hpf and 12hpf) underperformed, but more than 95% of the peaks were identified also in the second biological replicate (see ‘*Quantification of ChIP peak overlap’* below and Supplementary file 1). Therefore, the best biological replicate for each experimental condition was considered for downstream analysis.

### Analysis of qPCR results

#### Gene expression analysis

Gene expression was determined and normalized to *gapdh* expression using the following formula (0.5^gene of interest Ct value^/0.5 ^gapdh Ct value^). The mean value and standard error of the mean (SEM) for three independent biological replicates of control and experimental conditions were calculated using Excel. Statistical significance of mean variations between two conditions was calculated using an unpaired t-test in Excel. Two conditions are considered significantly different if p-value≤0.05.

#### ChIP DNA enrichment analysis

DNA enrichment was determined and normalized to input values using the following formula (0.5^IP Ct value^/0.5 ^Input Ct value^). Then the mean value and standard error of the mean (SEM) for three independent biological replicates of control and experimental conditions were calculated using Excel. When necessary the results were expressed as a fold change of specific ChIP signal over control IgG ChIP signal. Statistical significance of mean variations between two conditions was calculated using an unpaired t-test in Excel. Two conditions are considered significantly different if p-value≤0.05.

### Analysis of GO term enrichment

GREAT (version 3.0.0 [McLean et al., 2010; Hiller et al., 2013]) allowed for the analysis of GO term enrichment using Prep binding site coordinates as Input. The analysis was performed using the single nearest gene within 5 or 30 kb association rule since most Prep sites are found within 30 kb of a TSS. GO terms were ranked by Binomial False Discovery Rate (FDR) values. The results are presented as -log2 transformed FDR values and only GO terms with FDR ≤ 0.05 (-log2(FDR) ≤ 4.32) were considered significant.

DAVID (version 6.8 [Huang et al., 2009b, 2009a]) was used to identify enriched GO terms associated with genes identified in the RNA-seq analysis and/or found to be near Prep binding sites. The Benjamini multiple testing False Discovery Rate (FDR) was use to rank the identified GO terms. The results are presented as -log2 transformed FDR values and only GO terms with FDR ≤ 0.05 (-log2(FDR) ≤ 4.32) were considered significant.

### Analysis of TF peak features

All TF binding site coordinates used in the following analysis were defined as 200 bp coordinates centered on the ChIP peak summit. Unless otherwise specified, only peaks with an FE ≥ 10 were considered.

#### Prep binding sites distribution relative to TSSs

The distribution of Prep binding sites relative to TSSs was calculated using the windowbed tool from the bedtools suite (Quinlan and Hall, 2010) in the Galaxy toolshed (Goecks et al., 2010) searching for the number of Prep binding sites found within 5 or 30 kb (from their center) of any Ensembl zebrafish (Zv9) or mouse (Mm9) TSSs.

#### Identification of prep peak associated genes

A gene was considered associated with a Prep binding site if any of its Ensembl (Zv9) TSS was found within 5 or 30 kb from a Prep peak. Prep-associated genes were defined using the windowbed tool from the Bedtools suite in Galaxy searching for Ensembl TSS (for instance those of differentially expressed genes in TALE KD embryos or first-wave wave genes) found within 5 or 30 kb of the center of any Prep binding site. Statistical significance of Prep binding association with genes of interest (first wave genes and TALE KD differentially expressed genes) over a random population of genes was determined with a Pearson correlation test with a statistical significance ≤0.05.

#### Quantification of ChIP peak overlap

The overlap between two populations of ChIP peaks was analyzed using the intersect tool from the Galaxy toolshed. Two Prep peaks (in different ChIP biological replicates or in ChIP-seq results from 3.5hpf vs. 12hpf) were considered to overlap if their summits were within 50 bp (See also Processing of ChIP-seq data above). Prep and NF-YA peaks in mESCs were considered to overlap if their summits were within 500 bp.

#### Identification of the Prep_12hpf-only_ peak population

Prep_12hpf-only_ ChIP-seq peaks were identified by subtracting Prep_12hpf_ peaks overlapping with all Prep1_3.5hpf_ peaks identified by MACS2 without applying any enrichment cut-off. This strategy allowed for stringent identification of 11468 Prep_12hpf-only_ binding sites not occurring at 3.5hpf that were used for subsequent analysis.

#### TF binding motif analysis

MEME and DREME (MEME-suite version 4.11.1 [Machanick and Bailey, 2011; Bailey et al., 2009]) were used to identify significantly enriched de novo binding motifs. DREME ran in a default mode, MEME was set to search for a maximum of six 4 to 12 nucleotide long motifs. Motif distribution relative to ChIP-seq peak summit was defined by CENTRIMO using default parameters. AME (MEME-suite version 4.11.1 [Machanick and Bailey, 2011; Bailey et al., 2009]) was used to calculate the relative enrichment between two datasets using default parameters (Ranksum test, p-value≤0.05). In the case of a relative enrichment against a control set of sequence, the « shuffled input sequences » mode was selected. The occurrence of TF binding motifs in Figure 3D and Figure 7—figure supplement 1D) was calculated using a custom Python script (moth.py, Source code 1) with the input files provided in Figure 3—source data 1. To do so, regular expression matches were identified on both strands of the input sequences, and the number of sequences containing at least one occurrence of a motif was calculated. HEXA motifs were identified in sequences that did not contain any DECA motif.

#### Sequence conservation analysis

Average conservation score around Prep1 binding sites was computed in the Deeptool suite using Prep1-bound sequences and the UCSC vertebrate PhastCons eight way (Zebrafish, Medaka, Stickleback, Tetraodon, Fugu, X. tropicalis, Mouse, Human) wig file as regions of interest and score input files respectively. For Figure 4—figure supplement 1A, a set of 11000 random chromosomal coordinates was generated from the zv11 zebrafish genome assembly using the randCoord.py custom python script (Source code 2).

#### Analysis of chromatin features

Chromatin heatmaps and mean score profiles of Prep binding sites in fish embryos and mESCs were generated with the Deeptools (version 2.0 [Ramírez et al., 2014]) suite of tools in the Galaxy toolshed. BED files containing Prep biding site coordinates and wiggle files of previously published datasets (Key Resources Table) downloaded from GEO or ENCODE were used as inputs. First, signal matrices at Prep bound regions were made using the compute matrix tool in reference-point mode with the following parameters: distance upstream and downstream of the start site of the regions defined in the BED file: 1000 or 2,000 bp, bin size: 25 bp. When necessary, the regions were ranked based on mean signal values. Second, score matrices were used to generate heatmaps and mean score profiles with the plot heatmaps and plot profile tools respectively. We note that the public ChIP-seq and ATAC-seq datasets are from slightly different timepoints (4.5hpf and 4hpf, respectively) than our Prep ChIP-seq dataset (3.5hpf). Since each dataset requires hundreds to thousands of embryos (that cannot be individually staged) and zebrafish development is slightly asynchronous, it is likely that collecting embryos at these three timepoints will result in considerable overlap of the actual stages analyzed.

# Supplementary material for: TALE factors use two distinct functional modes to control an essential zebrafish gene expression program
**Source:** eLife. 2018 Jun 18;7:e36144. doi: 10.7554/eLife.36144
**Supplement:** Supplementary file 1. — Related to Figure 2. Prep ChIP-seq experiments were performed on 3.5hpf and 12hpf zebrafish embryos. Biological replicates (n = 2) for each condition show a high degree of reproducibility as shown by the percent of peaks found in both replicates (replicate overlap). Peaks with Fold Enrichment (FE) ≥ 10 were used for subsequent analysis.

Supplementary File 1. ChIP-seq statistics. Related to Figure 2.

| Target | Stage (hpf) | Replicates | Replicate overlap | FE≥10 peaks |
| --- | --- | --- | --- | --- |
| Prep | 3.5 | 2 | 95.6% | 13,328 |
| Prep | 12 | 2 | 98.8% | 24,199 |

Prep ChIP-seq experiments were performed on 3.5hpf and 12hpf zebrafish embryos. Biological replicates (n=2) for each condition show a high degree of reproducibility as shown by the percent of peaks found in both replicates (replicate overlap). Peaks with Fold Enrichment (FE)≥10 were used for subsequent analysis.

How the deposited data were processed for this re-analysis (not part of the article)

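RNA-seq was measured in 12 libraries, 3 control and 3 TALE KD libraries at each of 6hpf and 12hpf, each from a pool of whole embryos. The stages were deposited as separate tables. The authors trimmed and filtered the reads, aligned them to the DanRer10 transcriptome and quantified genes with RSEM, and the deposited values are RSEM's estimated counts per gene, without normalization. The authors tested for differences with DESeq2. Although the tables are named for TPM, their columns sum to between 11884808 and 40924971, where TPM would give one total for every library, and the values were therefore treated as counts. The design set before the data were examined was limma on log2(TPM + 1), which these values did not allow without transcript lengths, so edgeR's quasi-likelihood test was used in its place, with the study's thresholds and the same libraries kept.

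The estimated counts were rounded to whole numbers. Genes with a mean of at least 10 counts over the 6 libraries of a stage were tested, 10202 at 6hpf and 11640 at 12hpf, of 14850 listed, and this minimum was set once the unit was known. TMM factors lay between 0.985 and 1.03. The test was edgeR 4.0.16's glmQLFTest in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested in each stage. Standard errors were taken from the fitted log2 fold-change and its F statistic. The difference in effect between stages was tested as an interaction in one fit over the 12 libraries. Alternatives used DESeq2 1.42.0 and limma 3.58.1. Fits were first tried on the deposited values with edgeR and DESeq2, with and without a replicate block, a filter and single libraries, before the added alternatives were listed, and all of these are among the alternatives reported.

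Replicate numbers 1, 2 and 3 are shared by the control and TALE KD groups. Deviations from the group mean correlated positively between libraries of the same number, with r of 0.43, 0.32, 0.47 at 6hpf and 0.28, 0.31, 0.54 at 12hpf for replicates 1, 2 and 3. Between libraries of different numbers r lay from -0.38 to -0.03 at 6hpf and from -0.39 to 0.25 at 12hpf. At 6hpf the numbers therefore pair the samples, a pairing found in the data. At 12hpf r was 0.25 for control replicate 1 with TALE KD replicate 2 and 0.22 for control replicate 2 with TALE KD replicate 1. These lay near the same-numbered values of 0.28 and 0.31, so at 12hpf the correlations mainly set replicate 3 apart. The tests were kept without a block as set before the data were examined, and the blocked value is given beside a result where it changes a call or moves a count by more than 1.5 times. No libraries of a group were so alike that they could be one library, with a chi-square per degree of freedom of 2.61 to 23.5 between replicates.

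The procedure was tested on simulated counts with the means and library sizes of the real samples. At 6hpf 188 of 196 changed genes were recovered (95.9%) with 1 false call, and at 12hpf 187 of 195 (95.9%) with 0. The simulated changes were all larger than the 1.5-fold threshold. Every gene was given the same dispersion, with no replicate pairing and no replicate standing apart. These shares therefore do not measure how many real changes were found or how many real calls were false.

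Genes named in the text were chosen by a rule fixed before the data were examined, namely every gene the paper names for its RNA-seq or lists in Figure 1E, Figure 6E or Figure 1—figure supplement 1F, the 5 largest changes in each direction and stage among called genes whose groups do not overlap, and the members of lists for the TALE family, p53 response, interferon response, maternal pluripotency factors and Hox genes. The genes of the interaction test other than pbx2 were named after their values were seen. Of the lists, fas, zmat3, pbx3a and pknox1.2 are not in the tables. Gene lists were tested with camera at a preset correlation of 0.01, and also with an estimated correlation and with fry.

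The comparisons of MPAD classes with expression, those of Figures 4G, 5C, 5D and 6D, were not made because they need a reference genome, which was not used here. GO terms and the ChIP-seq data were not analysed here. The paper states that 1 outlier replicate at 12hpf was excluded, and its text does not name it, so no library was left out and leaving out each library was an alternative. No coordinates are given, because the deposited tables list genes by symbol and the gene table used for neighbouring genes follows assembly GRCz12tu, not DanRer10. That table placed 10283 of the genes tested at 12hpf. Counts of 3 or fewer were taken as the floor, and only a lower bound on a fold-change is given against a group whose libraries are all at or under it.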

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

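The tests on other groupings of the samples and on the p53 and interferon lists were set before the data were examined, while the tests on neighbouring genes and on same-numbered pairs were chosen after the result was seen.

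The effect of TALE KD differed between 6hpf and 12hpf, by an interaction term, in 4 of 11450 genes at an adjusted p of at most 0.01 (edgeR). These were aldh1a2 (difference in log2 fold-change 1.35), sept2 (-0.83), hnrnpa1a (-0.88) and pbx2 (0.78), named after their values were seen. Among 100 assignments of the knockdown labels within stages, the real one included, 11 gave at least as many genes. All 11 were among the 13 that kept or mirrored the real 12hpf groups and so still held the 12hpf effect, with counts up to 217, and none was among the other 87, whose highest count was 1. These assignments therefore do not decide whether the count of 4 exceeds chance. The count was 37 with the replicate block and from 2 to 21 with each library left out in turn, 21 without TALE KD replicate 3 at 12hpf. A stage-dependent effect for these genes stays open, since it was not tested on other samples.

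Genes of the p53 response, which the paper does not discuss, were higher in TALE KD embryos at 12hpf. The 11 genes of the list that could be tested had a median log2 fold-change of 0.70, and all 11 were above 0, or 10 of 11 without control replicate 1. The list passed camera with a preset correlation (p = 1.67e-08) and fry (p = 0.0305), but not camera with an estimated correlation (p = 0.106). Adjusted over the list alone 8 of the genes had an adjusted p of at most 0.01, against 1 over all genes tested, bbc3 (log2 fold-change 2.09, adjusted p = 0.00870, edgeR), whose adjusted p rose to 0.0104 with library totals alone. Of the edgeR fits with 1 library left out, bbc3 was called only in the one without TALE KD replicate 3. With the replicate block 8 genes of the list had an adjusted p of at most 0.01 over all genes tested and 6 were called, bbc3, ccng1, cdkn1a, gadd45aa, phlda3 and tp53inp1. The median stayed between 0.53 and 0.84 with each library left out. At 6hpf the list went slightly the other way, with a median of -0.11 (camera p = 0.00696), a call that held under neither an estimated correlation (p = 0.292) nor fry (p = 0.256), with genes going both ways, so the 6hpf libraries do not decide whether there was a p53 response. Without control replicate 3 the 6hpf median was 0.00258. A difference in this list between the stages was not tested. At 12hpf the values are consistent with a p53 response to the injected morpholinos, but a p53 response to the loss of TALE function would look the same, and no library from embryos with another morpholino was analysed here.

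The gene si:ch211-39a7.1, which the paper does not discuss, had 166, 452 and 198 counts in TALE KD replicates 1, 2 and 3 at 12hpf (mean 8.14 CPM) and 0 in each control library, at least 63.8-fold higher in TALE KD. At 6hpf it had 12, 17 and 10 counts in TALE KD and 1, 0 and 3 in control libraries, too few to be tested. It was higher in TALE KD in 6 of 6 same-numbered pairs of both stages, and the paper states that embryos were selected at random for the injected and control pools. A genotype difference between pools filled in this way would not be expected to recur in one direction, but the gene was chosen for its difference at 12hpf and its counts at 6hpf lie near the floor, so the pairs do not exclude one. Among 163 changed genes other than Hox genes that could be placed, 11 had another changed gene within the 10 nearest genes on assembly GRCz12tu, where 10000 random draws of genes gave a mean of 16.2 (permutation test, one-sided p = 0.850). This test concerns the changed genes as a set and decides nothing for a single gene. An effect of the knockdown on si:ch211-39a7.1 stays open as a hypothesis.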

How the results depend on the processing

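DESeq2, limma, library totals without TMM factors, a minimum mean of 50 counts, the ratio of mean CPM and the fits without a replicate number in both groups were chosen after seeing the data. The other alternatives were set before.

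The direction of the count at 12hpf, more genes lower than higher, held in every fit that was run. Over all 6 libraries 181 (147 lower, 34 higher) genes changed. With median-ratio scaling there were 176 (141 lower, 35 higher), with no filter on low values 194 (157 lower, 37 higher), and with all 12 libraries in one fit 188 (145 lower, 43 higher). Counts moved by more than 1.5 times with the replicate block, 476 (385 lower, 91 higher), an adjusted p of at most 0.05, 398 (327 lower, 71 higher), DESeq2, 324 (261 lower, 63 higher), DESeq2 with the replicate block, 325 (264 lower, 61 higher), limma with library weights, 523 (419 lower, 104 higher), and limma without trend, 88 (76 lower, 12 higher). Leaving out 1 library gave from 20 to 472 genes with edgeR and from 211 to 553 with DESeq2. With edgeR, leaving out the same replicate number from both groups gave 3 (2 lower, 1 higher) genes without replicate 1, 3 (2 lower, 1 higher) without replicate 2 and 729 (579 lower, 150 higher) without replicate 3. With DESeq2 these were 153 (118 lower, 35 higher), 111 (86 lower, 25 higher) and 494 (397 lower, 97 higher), so across all of these fits the genes changed ranged from 3 to 729, those lower from 2 to 579 and those higher from 1 to 150. Of the edgeR fits without 1 library, the one without TALE KD replicate 3 gave 472, that without control replicate 3 gave 148 and the others from 20 to 47. The cause of these movements was not tested.

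At 6hpf 4 (2 lower, 2 higher) genes changed. The counts were 10 (6 lower, 4 higher) with no filter, 23 (17 lower, 6 higher) with the replicate block, 14 (10 lower, 4 higher) at an adjusted p of at most 0.05, 15 (9 lower, 6 higher) with all 12 libraries in one fit, 27 (16 lower, 11 higher) with DESeq2 and 30 (18 lower, 12 higher) with DESeq2 and the block. With limma without trend 0 genes changed (607 at an unadjusted p under 0.05). Across the fits that left out a replicate from one or both groups, with either tool, the genes changed ranged from 0 to 32, those lower from 0 to 22 and those higher from 0 to 11. The edgeR fits without 1 library gave 0 genes, or 1 without TALE KD replicate 1, with 451 to 639 genes at an unadjusted p under 0.05, and those without a replicate number in both groups gave 0, with 431, 429 and 403. The cause was not tested here either.

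The replicate block raised the interaction count from 4 to 37 genes, and leaving out 1 library gave from 2 to 21. With camera the block changed no call or direction of the p53 and interferon lists as sets. Of the single genes of the p53 list at 12hpf edgeR called 1 without the block and 6 with it. In each list from the paper and in the p53, interferon and pluripotency lists, every gene edgeR called without the block was also called with it. With DESeq2 this did not hold. In the p53 list at 12hpf DESeq2 called cdkn1a, gadd45aa and phlda3 only without the block, and casp8 only with it. The Spearman correlation of the knockdown effect with the change from 6hpf to 12hpf was -0.265, -0.262 and -0.265 with control replicates 1, 2 and 3 in the stage change.

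The p53 list at 12hpf kept its median of 0.704 under an estimated correlation but no longer passed. At 6hpf its median of -0.109 no longer passed under an estimated correlation or fry, and it ranged from -0.18 to 0.00258 with each library left out, above 0 without control replicate 3, and it no longer passed without control replicate 3 or TALE KD replicate 1. The interferon list at 6hpf had a median of 0.00285, -0.0179 with no filter, and from -0.0369 to 0.20 with each library left out.

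For the named genes, 76 log2 fold-changes were recomputed. Of these, 33 had an adjusted p of at most 0.01, and 27 no longer passed in at least 1 fit that left out a library, while 20 newly passed in at least 1. With the replicate block 26 newly passed and 0 were lost. Median-ratio scaling lost 1, meis1a, and library totals without TMM factors lost 8. Signs changed for 7 genes close to 0 when 1 library was left out. At 12hpf mcu ranged from -0.052 to 0.088. At 6hpf pbx4 ranged from -0.00876 to 0.092, nanog from -0.018 to 0.27, pou5f3 from -0.073 to 0.00870, sox3 from -0.094 to 0.00267, sox19a from -0.00498 to 0.047 and sox19b from -0.10 to 0.022.

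Several alternatives were not run. The pseudocount alternatives do not apply to a count fit, the minimum of 5 TPM was replaced by a minimum of 50 counts, the ratio of mean TPM by that of mean CPM, and quantile normalization, library weights and eBayes without trend were run within limma. The comparisons of MPAD classes and their alternatives were not run. Depth limits genes near the floor of 3 counts, such as zwi, for which only a lower bound on the fold-change can be given.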

Differences from the paper's values

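At 12hpf the paper reports 671 changed genes, 526 downregulated and 145 upregulated, where the values over all 6 libraries were 181, 147 and 34. Of the alternatives set before the data were examined, the replicate block, with 476 genes, 385 lower and 91 higher, and leaving out TALE KD replicate 3, with 472 genes, 383 lower and 89 higher, came within 1.5 times of the paper's number of changed and downregulated genes but not of its upregulated genes, and none of the others did. Of those chosen after seeing the values, 4 came within 1.5 times of all the paper's numbers. Without replicate 3 of both groups there were 729 genes, 579 lower and 150 higher. With DESeq2 there were 553 genes, 449 lower and 104 higher, without TALE KD replicate 3, and 494 genes, 397 lower and 97 higher, without replicate 3 of both groups. With limma and library weights there were 523 genes, 419 lower and 104 higher. The paper's methods name DESeq2, which over all 6 libraries gave 324 genes, 261 lower and 63 higher, outside 1.5 times. They also state that 1 replicate at 12hpf was left out. The text does not name it, and none was chosen here from these counts.

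At 6hpf Figure 1—figure supplement 1E shows about 25 changed genes, about 15 lower and about 10 higher, read by eye, where 4, 2 and 2 were found. Of the alternatives set before the data were examined, the replicate block gave 23 (17 lower, 6 higher), within 1.5 times for the changed and lower genes, and an adjusted p of at most 0.05 gave 14 (10 lower, 4 higher), within 1.5 times for the lower genes. No such alternative reached the number of higher genes. Chosen after seeing the values, DESeq2 gave 27 (16 lower, 11 higher) and DESeq2 with the block 30 (18 lower, 12 higher). DESeq2 without control replicate 1, 2 or 3 gave 25 (16 lower, 9 higher), 28 (19 lower, 9 higher) and 23 (12 lower, 11 higher). Without TALE KD replicate 1, 2 or 3 it gave 25 (16 lower, 9 higher), 20 (14 lower, 6 higher) and 32 (22 lower, 10 higher). Without replicate 1 of both groups it gave 17 (13 lower, 4 higher). Each of these was within 1.5 times for the changed and lower genes, and for the higher genes except without TALE KD replicate 2 and without replicate 1 of both groups.

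Of the fold-changes read by eye, 3 of 49 at 12hpf and 3 of 25 at 6hpf differed from those found. In Figure 1E the fold-change of atoh1b is about 0.12 and was 0.0341, that of myog is about 0.20 and was 0.107, and that of nkx2.5 is about 0.29 and was 0.165. For atoh1b and myog no alternative closed the gap. For nkx2.5 the figure's value was within 1.5 times or within the spread of the replicates without control replicate 2 (0.185), TALE KD replicate 1 (0.216) or TALE KD replicate 2 (0.164), and, chosen after seeing the values, without replicate 1 (0.211) or 2 (0.183) of both groups. In Figure 1—figure supplement 1F that of chchd6a is about 0.49 and was 0.264, that of znf277 is about 1.9 and was 3.25, and that of ldhbb is about 2.2 and was 10.2. For chchd6a and ldhbb no alternative closed the gap. For znf277 it was so without TALE KD replicate 3 (2.76) and, chosen after seeing the values, without replicate 2 of both groups (3.06). Over all genes read at 12hpf the median distance from the figure, in log2 units, was 0.16 with all libraries and smallest, 0.0951, without replicate 3 of both groups, which was chosen after seeing the values. In that fit 8 genes differed from the figures, against 3 with all libraries. A gene counted as differing only beyond both 1.5 times and the spread of the TALE KD libraries in the fit. That spread changes with the libraries used, so the 8 and the 3 do not show which fit lies closer to the figures.

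The paper lists all genes of Figure 1E as downregulated, and over all 6 libraries 8 of 18 were called. Of the alternatives set before the data were examined, the replicate block called 16, an adjusted p of at most 0.05 called 15 and leaving out TALE KD replicate 3 called 17, and the others no more than 8. Chosen after seeing the values, DESeq2 called 13, DESeq2 with the block 14, DESeq2 without TALE KD replicate 3 17, DESeq2 without replicate 3 of both groups 17, limma with library weights 17 and edgeR without replicate 3 of both groups 18, while DESeq2 without control replicate 1, TALE KD replicate 1 or TALE KD replicate 2 called 9. With all libraries the changes of neurog1 (-0.51 on the log2 scale) and crabp2a (-0.52) were smaller than 1.5-fold.

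The paper counts eng2b, rx2, gdf6a, hmx4 and meis3 among Pbx-dependent genes downregulated in its data, and these were not called, with adjusted p from 0.0110 to 0.238 (edgeR). The replicate block called eng2b and rx2, an adjusted p of at most 0.05 called rx2, and leaving out TALE KD replicate 3 called eng2b, rx2 and gdf6a. Chosen after seeing the values, eng2b, rx2 and gdf6a were called with limma and library weights, with edgeR without replicate 3 of both groups, and with DESeq2 without TALE KD replicate 3 or replicate 3 of both groups. Likewise chosen after, DESeq2 with the block called eng2b and rx2, and DESeq2 over all libraries, without control replicate 2 or without TALE KD replicate 1 called rx2. In none of the fits were hmx4 or meis3 called. The paper counts pax6a among Prep-dependent genes downregulated in its data, where the adjusted p was 0.0111 (edgeR). It was called with no filter, with the block, at an adjusted p of at most 0.05 and without TALE KD replicate 3. Chosen after seeing the values, it was also called with limma with trend, with and without library weights, with edgeR without replicate 3 of both groups, with DESeq2 with and without the block, with DESeq2 without any one library other than TALE KD replicate 1, and with DESeq2 without replicate 3 of both groups.

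The genes of Figure 6E are presented as downregulated, and 8 of 27 TF genes and 0 of 7 others were called, with 5 of these others at an unadjusted p under 0.05. The replicate block called 19 and 2, an adjusted p of at most 0.05 13 and 1, no filter 9 TF genes, leaving out TALE KD replicate 3 19 and 2, and leaving out control replicate 3 1 of the others. Chosen after seeing the values, edgeR without replicate 3 of both groups called all 27 and all 7, DESeq2 12 and 1, DESeq2 with the block 15 and 2, DESeq2 without TALE KD replicate 3 23 and 2, DESeq2 without replicate 3 of both groups 22 and 3, and limma with library weights 21 and 2. DESeq2 without any one of the other libraries called 9 or 10 TF genes, and without control replicate 3 also epha7, and limma with trend, with or without quantile normalization, called 9.

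Of the genes listed in Figure 1—figure supplement 1F, 2 of 15 lower and 2 of 10 higher ones were called. The numbers were 12 and 6 with the block, 10 and 4 at an adjusted p of at most 0.05, 9 and 5 with all 12 libraries in one fit and 6 and 4 with no filter. Chosen after seeing the values, DESeq2 called 14 and 8, with the block 12 and 8, from 11 to 14 and from 5 to 7 without 1 library, and from 5 to 8 and from 2 to 4 without a replicate number in both groups.

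In discussing first-wave genes at early stages, the paper states that nanog, pou5fl and soxB1 expression is undisturbed by the knockdown. It names no stage for this, so the 12hpf values may concern a later stage than the statement does. At 12hpf pou5f3 rose by 0.50 on the log2 scale, less than 1.5-fold (adjusted p = 0.00707, edgeR). The log2 fold-change of sox1a was -0.61 (adjusted p = 0.00565, edgeR). That of nanog (0.87, adjusted p = 0.0125, edgeR) was called with the block and without TALE KD replicate 3, the latter fit calling sox3 as well. DESeq2, chosen after seeing the values, called nanog and sox1a. At 6hpf none of these genes was called in any fit (with all libraries, 0 at an unadjusted p under 0.05).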

Other observations

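Tests of depth, scaling, the age of replicate 3, the 6hpf genes at 12hpf, neighbouring genes, same-numbered pairs, differences between control libraries and the genes outside those called were chosen after the results were seen; the others were set before.

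Other groupings of the 6 libraries at each stage were tested. The real split was the only 1 of the 10 splits of the 12hpf libraries that gave as many genes (181), and the other splits gave 0, including the 3 others that also part all 3 replicate pairs; the rest part 1 pair. At 6hpf the real split was again the only 1 of 10 that gave as many (4), and the next, which parts 1 pair, gave 2. With 10 splits the share cannot fall under 0.1, so these counts cannot exclude a grouping by chance.

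More genes changed at 12hpf than at 6hpf, where the libraries were less deep. With every 12hpf library thinned to 11884808 counts, the smallest total at 6hpf, 169 genes were called at 12hpf, 136 lower and 33 higher, which argues against depth as the cause of the larger count. The difference between the counts was not itself tested, and the interaction passed for 4 genes. The share of lower genes among those called was 81.2%, 81.25% with all 12hpf libraries thinned to 19783332 counts, and at least 77.9% over TMM, median-ratio and library-total scaling, which argues against unequal depth and scaling for the excess of lower genes. A biological effect of the knockdown stays open as a hypothesis.

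Across 11450 genes the log2 fold-change in TALE KD embryos at 12hpf correlated negatively with the change from 6hpf to 12hpf in controls, with a Spearman correlation of -0.265 with control replicate 3 in the stage change. No 12hpf control library entered both quantities. With the difference between the other 12hpf control libraries in place of the knockdown effect, the size of the correlation was at most 0.0487. Without the called genes the correlation with the knockdown effect was -0.255. Genes are not independent replicates, so no p-value is given. The values are consistent with TALE KD embryos lagging in development, which the paper does not report, but the correlation is weak and loss of genes that TALE factors activate between the stages would also give a negative value.

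At 12hpf replicate 3 of both groups stood apart from replicates 1 and 2, with a chi-square per degree of freedom of 12.9 between control replicates 1 and 3 and 2.61 between 1 and 2. Between TALE KD replicates it was 17.6 for 1 and 3 and 3.10 for 1 and 2. If its embryos were of another age, the deviation of TALE KD replicate 3 would follow the change from 6hpf to 12hpf across genes. The correlation was 0.148 for replicate 3, against -0.171 and -0.108 for replicates 1 and 2, too weak and on too few libraries to decide. The knockdown effect itself correlated negatively with that change (-0.265), so a smaller knockdown effect in TALE KD replicate 3 would give a positive value too. Differences in age, in handling and in the size of the knockdown effect therefore cannot be told apart. Which replicate the paper left out is not known here.

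All 25 of the 25 genes of Figure 1—figure supplement 1F had the same sign of log2 fold-change at 12hpf as at 6hpf, against 60.8% of the 9979 genes tested at both stages, though mcu was close to 0 at 12hpf (0.00351, reversed in 3 fits that left out a library). The 6hpf and 12hpf libraries are separate, which argues against chance in the 12hpf libraries. Of these genes 22 kept the 6hpf direction in each of the 3 same-numbered pairs at 12hpf, which argues against a genotype difference between pools filled at random, as the paper states they were. An effect of the knockdown that is already present at 6hpf is a candidate explanation, and a difference in the parents of the groups was not tested. Among them cpne1 had a log2 fold-change of -1.02 at 12hpf, riok3 of 1.44 and ldhbb of 3.62, the last against at most 5 counts in a control library.

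Interferon response genes, listed before the data were examined because injected oligonucleotides can induce them, were not higher as a set. At each stage 9 genes of the list were tested. Their median log2 fold-change was 0.12 at 12hpf and 0.00285 at 6hpf. The list passed neither camera with a preset correlation (p = 0.422 at 12hpf and 0.521 at 6hpf) nor fry (p = 0.444 and 0.643). At 12hpf the median log2 fold-change was 5.02e-04 without TALE KD replicate 2 and 0.25 without TALE KD replicate 3, and at 6hpf 0.20 without control replicate 2. With members going both ways this does not exclude a response in part of the list.

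Of 42 Hox genes tested at 12hpf, 34 had a log2 fold-change below 0 with TMM scaling, 31 with median-ratio scaling and 33 with library totals alone, with a median of -0.40. Of these, 8 were called lower, 13 with the replicate block, 13 without TALE KD replicate 3, 7 without control replicate 3 and 1 without any one of the other libraries, and 17 had an adjusted p of at most 0.01 adjusted over the list alone, against 9 over all genes tested, or 18 with the replicate block (edgeR). At 6hpf 2 were tested and 0 called, with 0 at an unadjusted p under 0.05. Among 12 genes of the TALE family tested at 12hpf, 1 was called higher, pbx2, and 1 lower, meis1a, with a log2 fold-change of -0.74 (adjusted p = 0.00956, edgeR), which was not called with median-ratio scaling, library totals alone, a minimum mean of 50 counts or limma without trend. Of the edgeR fits with 1 library left out, meis1a was called only in the one without TALE KD replicate 3. At 6hpf 1 of 8 was called, pbx2, and with any one library left out none was, with 2 at an unadjusted p under 0.05 with all libraries (edgeR).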
